# Rank Difference Analysis of Microarrays (RDAM), a novel approach to statistical analysis of microarray expression profiling data

**DOI:** 10.1186/1471-2105-5-148

**Published:** 2004-10-11

**Authors:** Dietmar E Martin, Philippe Demougin, Michael N Hall, Michel Bellis

## Abstract

**Background:**

A key step in the analysis of microarray expression profiling data is the identification of genes that display statistically significant changes in expression signals between two biological conditions.

**Results:**

We describe a new method, Rank Difference Analysis of Microarrays (RDAM), which estimates the total number of truly varying genes and assigns a p-value to each signal variation. Information on a group of differentially expressed genes includes the sensitivity and the false discovery rate. We demonstrate the feasibility and efficiency of our approach by applying it to a large synthetic expression data set and to a biological data set obtained by comparing vegetatively-growing wild type and tor2-mutant yeast strains. In both cases we observed a significant improvement of the power of analysis when our method is compared to another popular nonparametric method.

**Conclusions:**

This study provided a valuable new statistical method to analyze microarray data. We conclude that the good quality of the results obtained by RDAM is mainly due to the quasi-perfect equalization of variation distribution, which is related to the standardization procedure used and to the measurement of variation by rank difference.

## Background

In a typical microarray experiment, thousands of genes have their relative expression levels measured in parallel under different biological states [1,2]. To identify differentially-abundant genes, most published methods [3-5] progress through a similar sequence of elementary steps. First, a normalizing procedure is applied to make data sets comparable. If certain experimental conditions comprise several replicates, methods based either on parametric or nonparametric tests usually reduce the number of values generated by using their means. Then, gene variation is quantified by a statistic derived from intensity measurements. Knowledge of the null distribution of the gene variation, which is the distribution of its statistic when only random fluctuations occur, allows p-values to be assigned to observed variations and genes to be ranked according to the significance of their variation. As the test is repeated as many times as there are genes, p-values are corrected accordingly, and the false discovery rate (FDR, "the expected proportion of false positives among all genes declared significantly differentially expressed"[6]) is estimated.

We describe here, in detail, a new analysis method that has been used to analyze the transcriptome in yeast [7]. This method is original in several respects. First, Rank Difference Analysis of Microarrays (RDAM) replaces raw signal by its rank (R), expressed on a 0–100 scale, and we show that this simple transformation is a powerful normalizing procedure. Also, RDAM does not reduce replicated signals to their means, but instead only considers variations, expressed as rank differences (RD), between individual experimental points. An essential step is the standardization of RD observed between two replicates, permitting easy access to the empirical null distribution and allowing accurate and precise p-values to be assigned to observed standardized RD (zRD). When dealing with replicated points, RDAM uses a random variable, the product of p-values (ppv), for which the null distribution is straightforward to compute in a manner that is independent of the experimental conditions. Finally, RDAM estimates the total number of truly varying genes (TV), assigns a p-value to each gene variation, characterizes the selection of a gene using the FDR and the percentage of truly varying genes included in the selection (sensitivity, S).

Analysis of synthetic data sets allowed us to specify the error distribution of all the estimators used (FDR, TV and S), and to demonstrate the strong predominance that the number of varying genes and the distribution of their variation have on the quality of the results.

We also analysed the transcriptional effects of the TOR2-controlled signaling function using a genome-wide microarray approach in yeast. In *S. cerevisiae*, TOR2 has two essential signaling functions. One, shared with TOR1, is required for translation initiation, transcription, and cell growth in response to the presence of nutrients [8-10]. The second is unique to TOR2, and functions in cell-cycle-dependent actin polarization and possibly in transcription [8,11]. A previous genetic screen for mutants defective in the TOR-shared and the TOR2-unique functions identified several TOR2 temperature-sensitive alleles [12]. In this study, we compared total transcription profiles for strain SH121, which is specifically defective in the TOR2-unique function, and its isogenic wild type counterpart SH100 [12].

## Results

### Standardization of positive variations

The simplest system to which our method can be applied comprises three experimental points, of which two are replicates, as described by the expression {Exp1A, Exp1B, Exp2A}, where the number refers to the biological condition and the final letter refers to the replicates. To identify significant variations in the comparison Exp2A vs. Exp1A, we have to first calculate the variation of gene i, VARi. From among several possibilities, we tested three different variation units: the fold change (FC), corresponding to the ratio of signals, the signal difference (SD), and the rank difference (RD). The RD uses a standardized signal measure that is independent of the scanner settings, because the signal is replaced by its rank, expressed on a 0–100 scale. This normalizing procedure consists of first calculating the absolute rank (AR) of each gene by ordering their signals from 0 to N (with the signals of all genes having a negative signal being set to zero, and N representing the number of non-null and non-negative signals) and then transforming the absolute rank value into a relative one (R = AR*100/N). In this way, all the signals are expressed on the same scale and are directly comparable.

We studied the variation distribution between the two replicates, i.e. Exp1A and Exp1B, reasoning that the observed empirical variation distribution would be an excellent approximation of the null distribution corresponding to the null hypothesis. The null hypothesis we have in mind states that all observed mRNA changes occurring under replicated conditions are due to a combination of biological and technological noise, and are not the result of any biologically significant process.

We first restricted our study to positive variations. As the distribution of positive variations should be the same in both comparisons – Exp1B vs Exp1A and Exp1A vs Exp1B – we plotted the positive variations against rank for both comparisons on a single graph. This revealed that the most salient property of variation distribution, common to all tested measures of variation, is its dependence on the signal rank. This is exemplified for the RD in figure 1A, which shows the absolute value of RD against the minimum of the ranks (i.e., |R_i_(Exp1A) - R_i_(Exp1B)| vs min{R_i_(Exp1A), R_i_(Exp1B)} for gene i). This mode of presentation can be interpreted in either of two ways: as a plot of the positive variations of both comparisons, or as the plot of the positive and the negative variations of a single comparison, with both of variation being represented by a positive number. 

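Between the duplicate wild type cultures at 25 °C (WT 0 h, arrays A and B), rank differences were large for weakly expressed genes and small for strongly expressed ones. The mean absolute RD was 5.37 (SD 4.64, 1335 probe sets) where the minimum rank was under 10, 2.82 (SD 2.37, 844 probe sets) for minimum ranks of 50 to 60, and 0.386 (SD 0.414, 838 probe sets) for minimum ranks of 90 to 100. JEN1, the gene of a lactate permease that glucose represses, lay in the low range with a signal of 2.7 ± 1.41 (SD, n = 2). SIT1, the gene of a siderophore transporter, lay in the high range with a signal of 799.9 ± 13.7 (SD, n = 2). On array A, signals of 10, 100 and 1000 stand at ranks of 13.5, 54.3 and 91.7. The values are the MAS 5.0 signals of the deposited table, and probe sets at its lowest value of 1 were given rank 0.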

Whichever interpretation is prefered, it should be underlined that this presentation allows all the gene variations to be taken in account, and ensures the uniqueness of the resulting variation distribution.

We tried to eliminate dependency of positive variation distribution on the signal rank by standardizing variations according to the general formula:

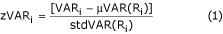

where VAR is to be replaced by any one of the variation units tested (SD, FC or RD). Using this expression, the sample mean and standard deviation (μVAR and stdVAR) were calculated for all genes having a rank within a given neighbourhood of R_i_, the rank of gene i. This notation reflects the fact that the VAR distribution is not gene specific, but rank dependent.

Figure 1B shows the results obtained by applying this procedure to the distribution of zRD. In concrete terms, we traced, as shown in figure 1A, two standardization curves, μRD and stdRD, which provide for a given rank the local mean and standard deviation of all the genes with a similar rank. Then, each RD_i _was standardized according to (1). Figure 1B illustrates the beneficial effect of this standardization procedure: first, the mean and the std are no longer dependant upon the rank. 

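After standardization of the WT 0 h duplicates, weakly and strongly expressed genes had nearly equal means and standard deviations. Over the 10 classes of minimum rank, the mean zRD lay between -0.0299 and 0.0414. The SD of zRD lay between 0.981, for ranks of 50 to 60, and 1.16, for ranks of 90 to 100. The curves were taken over windows of 100 probe sets moved by 30 and then smoothed by a local regression over a share of 0.3 of the points.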

Second, the distribution is equalized all along the rank scale, as shown by QQ-plots in figure 2A.

Comparable results are obtained if the standardization is applied to the FC or the SD, but the zRD gives the best results in terms of distribution equalization: figure 2B shows, for example, that QQplots derived from zFC are more erratic than those derived from zRD, which are almost identical to the first diagonal up to the 99th percentile.

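For weak and strong signals of the WT 0 h duplicates, the upper tails of zRD were of similar but not equal size. Over classes of rank on array A, the 99th percentile of zRD was lowest, at 2.49, for ranks of 10 to 20. It was highest, at 3.85, for ranks of 20 to 30, a ratio of 1.55. For zFC the lowest and highest 99th percentiles were 2.29 and 4.55, a ratio of 1.99. At the 90th percentile the ratios were 1.66 for zRD and 1.78 for zFC. The MU 6 h duplicates had the opposite order, with ratios of 1.67 for zRD and 1.58 for zFC at the 99th percentile, whereas in the WT 6 h duplicates zFC gave 12.5.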

The fact that the zRD distribution is independent of rank can be explained by the fact that each gene's zRD_i _follows the same zRD distribution. Therefore, we reasoned that the empirical cumulative frequency distribution, ecfd(zRD), approximates the distribution of zRD for any gene i under the null hypothesis, and we used Fo = 1 - ecfd(zRD), based on a comparison between two replicated experiments, to assign a p-value to any zRD calculated in a comparison between two different biological conditions (the p-value is defined as the probability of zRD of an unchanged gene i to be equal to or greater than the observed zRD_i _under the null-distribution Fo). Because of the very large number of genes present on a chip, the null distribution is sampled a great number of times, generating a quasi continuous set of points that spans a wide range of values. This improves the precision of the Fo curve and allows accurate p-values to be assigned for even large variations.

The entire procedure can then be applied to the comparison Exp2A vs. Exp1A. Because standardization curves constructed on the basis of the two replicates are used in the standardization process, the calculated zRD can be justifiably compared to the null distribution and interpolated on the Fo curve in order to assign a p-value to each gene variation. At this step positive and negative variations can be processed together, although it is necessary to keep track of the actual type of variation, i.e. positive or negative, in order to conduct subsequent analysis.

### Standardization of negative variations

We also tested to see if it is possible to apply the same standardization techniques to negative variations. In figure 3A, we have plotted the opposite of absolute RD value against the maximum of the ranks (i.e., -|R_i_(Exp1A) - R_i_(Exp1B)| vs max{R_i_(Exp1A), R_i_(Exp1B)} for gene i). It is clear that the weak signals are characterized by a truncation of their variation distribution, as evidenced by the clear alignment of points between ranks 0 and 20. This explains why the standardization procedure applied in figure 3B fails to equalize the variation distribution, and also why the power of the test is lower for down-regulated genes than it is for up-regulated genes (see Discussion).

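Genes that one array hardly detects were often lost altogether on the other. Of the 1733 probe sets whose maximum rank in the WT 0 h duplicates was under 20, 398 (23.0%) stood at rank 0 on the other array, against 5 of the 7223 probe sets (0.0692%) with a higher maximum rank. YNL194C, which codes for a membrane protein, and JLP1, which codes for a sulfonate dioxygenase, were at the lowest value of 1 on both WT 0 h arrays. In the other duplicate pairs, between 18.2% (WT 2 h) and 23.6% (MU 0 h) of the probe sets with a maximum rank under 20 were at rank 0 on the other array.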

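For negative variations of the WT 0 h duplicates, standardized on the maximum rank, the classes were of maximum rank. The 99th percentile ran from 1.99 for weak signals (maximum ranks under 10) to 3.99 for maximum ranks of 20 to 30. Their ratio was 2.00, and the SD within a class of ranks ran from 0.873 to 1.14. The ratio lay between 1.99 (WT 6 h) and 2.75 (MU 2 h) in the other 5 duplicate pairs. From the line of points formed by weak signals, the paper reasons that a truncated distribution cannot be equalized, and it gives the same cause for a lower power on genes that decrease.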

### False Discovery Rate (FDR), Total Variation (TV) and Sensitivity (S)

Because the test is repeated N times, issues related to multitesting must be considered: the more tests that are performed, the more an outlier outcome becomes probable. In view of this, we first compute the observed distribution of zRD in the comparison Exp2A vs. Exp1A for increased and decreased genes, giving two curves: F_INC _for the positive variations and F_DEC_ for the negative variations (in both cases F = 1 - ecfd (zRD)). Then we plot F_INC _(or F_DEC_) and F_0 _on the same graph, corresponding to the observed positive (or negative) variation distributions and to the expected variation distribution according to the null hypothesis, respectively (figure 4). In the following discussion, the rationale is the same for increased and decreased variations, and F stands for either F_INC _or F_DEC _(same remark for TV, FDR, S, K and N). In most encountered situations, F is on top of F_0_. F(x) gives the probability, for any variant or invariant gene i, of observing a zRD_i _that is at least as high as x, and NF(x) gives the corresponding number of genes. If 0 <= K <= 1 is the fraction of invariant genes, then KNF_0_(x) is the number of invariant genes that have a zRD_i _at least as high as x. As a consequence, NF(x) - KNF_0_(x) is an estimate of the number of variant genes with zRD equal to or greater than x. We can call k the value of x that gives the maximum number of variant genes, such as NF(k) - KNF_0_(k) = max(NF(x) - KNF_0_(x)), and use this value as an estimate of the total variation (TV), that is, the number of truly varying genes. As these quantities must verify the equation N = KN + TV, i.e., N = KN + NF(k) - KNF_0_(k), we can deduce that 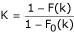.

For each value of x, we estimate the False Discovery Rate,

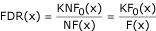

and the sensitivity,

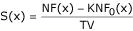

In the context of a transcriptome analysis, p-values reflect how probable it is that a variation reaches or exceeds an observed value. P-values can always be used to rank genes, but the selection of significant variations in the context of multiple testing requires defining significance levels that are far more stringent than 0.01 or 0.05, as used in single testing. FDR and S parameters allow this difficulty to be overcome: for each c used as a potential critical value, S(c) reflects the fraction of truly-varying genes that are selected by zRD>c, and FDR(c) estimates the fraction of selected genes that are likely to be invariant genes. It is therefore possible to plot FDR and S against c, and to construct, for positive and negative variations, what we call a selection abacus (figure 4).

### Analysis of replicates

The simplest example of a replicated experimental scheme is the system {Exp1A, Exp1B, Exp2A, Exp2B}. While it would be tempting to average signals or ranks for each experimental condition and apply the method described above, this is not possible because averaging changes statistics and we have no practical way of obtaining the corresponding empirical null distribution.

In a first round of comparison, we conducted two analyses in parallel by applying RDAM to the first comparison Exp2A vs. Exp1A and to the second comparison Exp2B vs. Exp1B. Based on this first round of comparison, we obtained two p-values for gene i: p1_i _and p2_i_. It could occur that gene i is detected as an increasing variation in the first comparison and as a decreasing variation in the second comparison. In this case, we apply a direction rule to decide on the final direction of variation. We consider simply that the lowest p-value is in favor of its corresponding variation direction, and we set the p-value of the discordant comparison to one. Once we have calculated and possibly corrected the p-values, we construct a new random variable, the product of p-values, ppv_i _= p1_i _× p2_i_. To obtain an unbiased value for ppv, we apply the same procedure to a second round of comparison by exchanging Exp2A and Exp2B between the two comparisons, giving a second ppv value. The direction rule is applied to the two ppv before obtaining the final, averaged ppv.

The advantage of the random variable ppv is the ease of constructing its null distribution. In fact, the cfd(p_i_|H_0_) is a uniform distribution over the interval [0,1]. Therefore, for cases in which two independent comparisons between two sets of duplicates were to be considered, we constructed two sets, U1 and U2, of 100000 points uniformly distributed over the interval [-1,1], to take into account the possibility of increased and decreased variation for each point. These sets were randomized to make them independent in order to model the independence of measurement according to the null hypothesis. This hypothesis states that all variations are due to noise, and that for a particular gene all corresponding p values must be independent. Then, we apply the direction rule to the pair U1, U2 and calculate ppv for genes that are detected as increased. Thus, the F_0 _= 1 - cfd(log10(1/ppv)) curve allows the significance of any value for ppv to be tested. The significance of ppv combines the significance of variation within each individual comparison and the significance of the correlation between these variations. F curve is, as usual, the observed 1 - ecfd(log10(1/ppv)), and we get exactly the same kind of selector abacus, as shown in figure 4. Simulation of the ppv null distribution used exactly the same steps that the analysis process follows, i.e. application of the direction rule and construction of the product of p-values, and resulted in a null distribution model we found appropriate seeing, both with experimental and synthetic data sets, that the observed distribution of ppv matches the null distribution when no variation occurs (data not shown).

The system {Epx1A, Exp1B, Exp2A, Exp2B} allows the construction of two sets of sandardizing curves, one from Exp1 replicates and the other from Exp2 replicates. As these curves are not equivalent, it is necessary to carry out both analyses and then use the more conservative one, whichever has the lower F curve.

The generalization of the entire procedure to more than two replicates is straightforward. For example, with three replicates {Exp1A, Exp1B, Exp1C, Exp2A, Exp2B, Exp2C}, there are 3 × 2 ways of arranging the experiments in order to obtain different sets of comparisons. Each round of comparison gives three p-values for the gene i - p1_i_, p2_i _and p3_i _– and the direction rule is applied the following way: in case the gene i is detected as an increasing variation in the first comparison and as a decreasing variation in the two other comparisons, we compare p1_i _to p2_i _× p3_i _and determine the variation direction. Once we have calculated and possibly corrected the p-values, we obtain the product of p-values for gene i, ppv_i _= p1_i _× p2_i _× p3_i_. As the number of comparison rounds increases very rapidly with the number n of replicates (n!), we simply apply a circular permutation – the circular permutation of ABC consists in the subset of permutations ABC, BCA and CAB – to the replicates inside one of the biological condition which allows the number of rounds of comparison to be restricted to the number of replicates (n).

### Generation of synthetic data

In order to test our method, we devised a way of generating synthetic data having similar statistical properties as real biological data. 

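The synthetic data sets used here were rebuilt from the WT 0 h arrays A and B along the steps the paper describes. For each data set, the signals of a random 50% of the 9335 probe sets were exchanged between the arrays. Each probe set then received a standardized difference drawn from the empirical zRD distribution, added or subtracted with equal chance, and its new rank was turned back into a signal on the curve of array A. Changed probe sets received an additional difference drawn from the part of the distribution below the limiting p. Groups of 2, 3 or 5 replicates were compared 10 times for each combination of 100 or 500 changed probe sets each way and a limiting p of 0.3, 0.1, 0.05 or 0.01, and each mean below has the SD over those 10 comparisons. The exchange was read as drawn anew for each data set, and a version with a single exchange shared by all data sets was added after the values had been seen. Because every data set descends from the same pair of arrays, its spread is that of a single pair of cultures, and a probe set named as changed has no link to what its gene does.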

We selected two replicated experiments, Exp1A and Exp1B, as seeds for generating synthetic data, traced standardization curves, and calculated ecfd(zRD) for (Exp1A, Exp1B). We randomly selected half of the genes and exchanged the signals for Exp1A and Exp1B, giving two new data sets Exp1A' and Exp1B'. Random numbers uniformly distributed over interval [0,1] are generated for each gene. Each random number is interpolated on the inverse of the cfd of zRD to assign a random standardized variation zRD_i _to each gene i. New values R_i _are obtained by adding or subtracting to the rank R'_i _of Exp1A' the rank difference RD_i _calculated by applying to zRD_i _the inverse of the normalization function (1). Rank values are finally back-converted into signal values by interpolation of the rank on the graph of signal vs. rank constructed with one of the original data sets. This procedure allows two data sets to be obtained, Exp1C and Exp1D, which are statistically indistinguishable from the original data. 

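Measured by the median absolute rank difference, the original WT 0 h arrays A and B differed by 1.91. A synthetic data set and array A differed by 2.37, and a pair of synthetic data sets differed by 3.28. With a single exchange shared by the pair, the difference was 2.91.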

To obtain a synthetic data set in which a pre-determined subset of genes receives a significant variation value we can possibly add a second step. We selected in Exp1C and Exp1D a random subset of genes, for example 500 increasing genes and 500 decreasing genes. To these genes, a second random variation value is applied, but instead of drawing random numbers on the interval [0,1], we limit the selection to the interval [0,p]. If we set the limiting p to 0.10, then the variation applied to the subset will have a p-value <= 0.1. For the genes receiving an additional variation contribution, the mean magnitude of zRD that is calculated between the synthetic and the original data is proportional to the magnitude of the applied p-value, as shown in figure 5.

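Increased probe sets moved further from array A as the limiting p became smaller. With 500 probe sets changed each way, their mean absolute zRD against array A was 1.56, 2.25, 2.80 and 4.27 for a limiting p of 0.3, 0.1, 0.05 and 0.01. The decreased probe sets had 1.54, 1.97, 2.52 and 3.85, and the 8335 unchanged ones between 0.877 and 0.902.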

This entire procedure, composed of two successive steps, results in synthetic data sets of high quality, because the generation of data mimics the observed variation of genes. We compared the synthetic data sets Exp1C and Exp1D to the same natural data set Exp1A, and plotted the corresponding zRD of one comparison against the other, as shown in figure 5. We observed that these zRD were independent for genes that had not received an additional variation contribution, but were correlated for genes that had been changed. 

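Pearson's r between the signed zRD of a pair of synthetic data sets, each compared with array A, was computed across probe sets, which are not independent replicates. Signed zRD was zRD multiplied by the sign of the rank difference. As zRD is negative for differences below the local mean, this reverses the sign of small differences, unlike the paper's plot. Among the 8335 unchanged probe sets r lay between 0.122 and 0.168 over the 4 limiting p-values. For the 500 increased probe sets r was 0.154, 0.224, 0.0903 and 0.0901 at a limiting p of 0.3, 0.1, 0.05 and 0.01, and for the 500 decreased ones it was 0.225, 0.295, 0.458 and 0.642.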

In general, however, this correlation was not absolute, except for some decreased genes. This phenomenon is explained by the high noise that characterizes weak signals: for such genes, there is a high probability that negative variation makes them reach the minimal rank value (zero). 

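Decreased probe sets that ended at rank 0 in both synthetic data sets had no spread left between them. They numbered 68, 93, 93 and 144 of 500 at a limiting p of 0.3, 0.1, 0.05 and 0.01. None of the 500 increased probe sets was at rank 0 in both data sets, and among the 8335 unchanged ones 176 to 196 were.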

For high signals, there also exists a limit for the rank variation, but the noise is very small, and the truncation effect is not visible. We also observed that a small proportion of genes receiving an increased (decreased) variation contribution could be detected as increased (decreased) in one comparison, but decreased (increased) in another. All of these properties support the realistic nature of the synthetic data generated by our algorithm.

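Opposite directions in the 2 comparisons with array A were found for 18.2% of the 500 increased probe sets at a limiting p of 0.3, and for 6.6%, 4.6% and 1.6% at 0.1, 0.05 and 0.01. The corresponding shares of the 500 decreased probe sets were 12.8%, 6.8%, 4.0% and 0.6%. Of the unchanged probe sets, 41.7% to 43.1% took opposite directions.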

### RDAM performances

We generated several synthetic data sets from the two experiments (Wt_t0a and Wt_t0b) by letting the number of increased and decreased genes equal 0, 100 or 500, and letting the maximum p-value of extra variation equal 0.3, 0.1, 0.05 or 0.01.

The first question we addressed relates to the effectiveness of our scoring method in discriminating among real variations: does the overall process rank the genes correctly? To address this point, genes were ranked according to their ppv, and the number of hits was computed in a series of sublists of increasing length, selected from the top. From this number of hits, and the number of genes in the sublist, we calculated the real S and FDR. Plotting FDR against S allowed us to visualize the respective effects of the number of replicates, the magnitude of the variations, the number of varying genes, and the direction of variation on the performance of our rank difference method. Figure 6 shows the effect of the first two parameters on the ranking of increasing genes, in this case 100 varying genes. The FDR_50_, defined as the FDR observed when S = 50%, can be used to demonstrate these effects. Increasing the number of replicates improves the scoring performance, but this improvement is strongly modulated by the magnitude of the applied variation. For example, when the number of replicates equals, successively, 2, 3 and 5, the FDR_50 _equals, respectively, 85%, 74% and 41% for small variations (p <= 0.3) and 3%, 0% and 0% for large variations (p <= 0.01). 

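With 100 probe sets increased by small variations (p <= 0.3), the FDR50 of the ranking was 93.3% ± 1.25 (SD, n = 10) with 2 replicates, 89.1% ± 2.13 with 3 and 76.5% ± 4.29 with 5. With large variations (p <= 0.01) the same 3 designs gave 15.3% ± 3.43, 4.89% ± 2.43 and 0.784% ± 1.01. The fall from 2 to 5 replicates was larger than the spread over the 10 comparisons at both limits.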

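Rankings of 100 increased probe sets at p <= 0.10 gave an FDR50 of 80.5% ± 2.42 (SD, n = 10) with 2 replicates, 69.6% ± 4.93 with 3 and 36.4% ± 4.65 with 5. With a single exchange shared by all data sets, a version chosen after the values had been seen, the last of these was 8.98%.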

For variations that we consider from our experience to be realistic, i.e., p <= 0.10, the FDR_50 _is equal to 58%, 30% and 5%, respectively. 

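When the number of increased probe sets was raised from 100 to 500 at p <= 0.10, the FDR50 was 45.9% ± 2.36 (SD, n = 10) for 2 replicates, 27.7% ± 2.20 for 3 and 8.44% ± 1.24 for 5. With the exchange shared by all data sets, chosen after the values had been seen, it was 35.4%, 16.2% and 2.34%. Each of these lay below its counterpart for 100 probe sets by more than the SD of either.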

The number of varying genes also has an important impact, since under the same variation conditions, but with 500 increased genes instead of 100, we measured FDR_50 _values of 24%, 8% and 1%, respectively, which represents a mean decrease in the FDR_50 _of 20 percentage points.

The second question we addressed is the quality of the FDR and S estimators. The genes were ranked according to their estimated FDR (or S), and the number of hits computed in a series of sublists of increasing length, selected from the top. From this number of hits, and from the number of genes in the sublist, we calculated the mean real FDR and S (figure 7). Both FDR and S are overestimated in this case, except for the point at 5% FDR in the groups with two replicates. 

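At an estimated FDR of 20%, the true FDR was above the estimate by 4.09 percentage points (SD 8.07) with 2 replicates. It was below the estimate with 3 and 5 replicates, by -3.21 points (SD 3.10) and -6.77 points (SD 1.97). At an estimate of 5%, the true FDR differed from it by 17.8 points (SD 14.5, over the 9 comparisons that selected any probe set) with 2 replicates, by 3.70 points (SD 8.33, over 8) with 3 and by -0.837 points (SD 1.84, over 10) with 5. With a single exchange of signals shared by all data sets, a setting chosen after the values had been seen, the errors with 2 replicates were -5.5 points at 20% and -2.33 at 5%. The true S lay below an estimated S of 20% by -12.4, -11.5 and -6.90 points with 2, 3 and 5 replicates.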

If we consider individual comparisons, the distribution of errors has a higher variance for small estimator values. Despite this dispersion of errors in the low FDR range, the absolute number of genes attributed to a faulty category is always negligible and mainly conservative (overestimation of false positives), as shown in Table 1. 

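Counted in probe sets, at an estimated FDR of 20%, where the 10 comparisons selected between 3 and 78 probe sets, the true minus the estimated number of false positives ran from -4 to 4.2, with a mean of 0.26. With the exchange shared by all data sets, chosen after the values had been seen, 37 to 121 were selected and it ran from -9.2 to -0.6, with a mean of -4.28. At an estimate of 5%, where 0 to 6 probe sets were selected, the difference ran from -0.3 to 1.75.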

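For 500 probe sets increased at p <= 0.10, the estimated TV was 37.6% ± 4.31 (SD, n = 10) of the true number with 2 replicates, 42.9% ± 3.96 with 3 and 65.9% ± 3.61 with 5. For 100 increased probe sets and 2 replicates the estimate was 847% ± 322 of the true number. Comparisons of synthetic groups without any changed probe set had estimated TV values between 479 and 1251, with 0 to 4 probe sets selected at an FDR of 10%.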

Figure 7 shows that the ratio between real and estimated S is rather constant, and we found that this ratio was close to the ratio between the estimated and real TV.

Finally, we tested to see whether the independent analysis of positive and negative variations subsequent to standardization was dispensable, or if a one-step procedure could be used instead. In order to illustrate this point, we have constructed, from the experimental replicates Exp1A and Exp1B (sh100 at t = 0 h), a first group of two synthetic replicates having 500 increased and no decreased genes and a second group of two synthetic replicates without changed genes in order to reveal any clear differences that may exist between the one-step and the two-step procedures. Table 2 shows the number of genes selected at several FDR levels when the two competing methods were applied to the comparison between the two groups of synthetic data We can see that with the one-step analysis the number of true positives is lower and the estimate of FDR is largely biased toward higher values relative to the two-step analysis.

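With 500 increased and no decreased probe sets, the first 100 probe sets of the 2-step ranking held 72.4 ± 4.84 (SD, n = 10) true positives and those of the one-step ranking 56.9 ± 4.04. Among the first 500 the numbers were 255.5 ± 8.30 and 194.5 ± 9.43. The 2-step procedure estimated an FDR of 30.6% for its first 100 probe sets, where the true FDR was 27.6%. The one-step procedure estimated 35.7% where the true FDR was 43.1%. For the first 500, the 2-step estimate was 67.3% against a true 48.9%, and the one-step estimate 61.8% against a true 61.1%.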

### Comparison with SAM on synthetic data

The generation of synthetic data is also a powerful tool for comparing different methods of analysis. As an example, we conducted a systematic comparison between RDAM and SAM. We selected this method because it is popular, easy to use (there exists an Excel add-in), and can be considered as representative of numerous other nonparametric methods, which apply Monte Carlo procedures to estimate the distribution of the statistics used to quantify the relative difference of gene expression. 

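SAM was run on the same synthetic data, on unlogged signals. For 100 increased probe sets at p <= 0.10, it ranked them with an FDR50 of 90.6% ± 1.18 (SD, n = 10) with 2 replicates, 82.0% ± 3.81 with 3 and 51.6% ± 3.39 with 5. For 500 the values were 65.5% ± 1.72, 48.5% ± 3.15 and 17.2% ± 2.53. In all 24 combinations of replicates, limiting p and number of changed probe sets, the FDR50 of RDAM was below that of SAM with these settings. It was above at p <= 0.3 and 5 replicates with the geometric mean for 500 changed (42.65% and 42.2%) and with SAM on log2 signals for 100 changed (76.5% and 76.0%). The smallest gap relative to its spread was at 100 changed probe sets, p <= 0.3 and 5 replicates, where SAM had 78.5% ± 4.43.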

Figure 6 shows that for two and three replicates our scoring procedure generates less FDR than SAM does across the entire sensitivity scale. For five replicates, the scoring procedure of SAM is better only in the low sensitivity (<20%) range. 

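At p <= 0.10 with 5 replicates and 100 probe sets changed each way, the ranking of RDAM increased probe sets had a true FDR of 27.4% (SD 13.6, n = 10) at S = 5% and 23.6% (SD 12.5) at S = 10%. SAM increased probe sets had 16.6% (SD 15.9) and 18.2% (SD 10.6) at these points, so the difference was within the spread of the comparisons. At S = 30% the values were 26.4% (SD 9.16) for RDAM and 38.3% (SD 8.29) for SAM.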

In terms of practical gain, and particularly when experimental costs are considered, the improvement obtained with RDAM is important because we have the same overall ranking quality as SAM but with one replicate less. We also compared the errors made on the estimation of FDR by the two methods, when the nominal FDR equals 20% (Table 3). 

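At a nominal FDR of 20% with 500 probe sets increased, the true FDR of RDAM was on average 0.629 points from the nominal value over 12 combinations of replicates and limiting p, with extremes of -9.14 and 42.4 points. The highest came at p <= 0.3 with 2 replicates, where RDAM selected 2.3 ± 2.36 (SD, n = 10) true and 2.4 ± 2.22 false positives. Without that combination, a step chosen after the values had been seen, the mean over the other 11 was -3.16 points. The mean over all was -0.892 with the seed pair WT 2 h and -8.84 with the shared exchange, the latter chosen after the values had been seen, so its sign depends on the setting. SAM selected increased probe sets at the nominal level in 8 of these combinations, with a mean error of 3.44 points and extremes of -1.22 and 10.4 points.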

We concluded that in this particular case FDR estimation was as good in RDAM (mean error of -4 percentage points and extreme error values of -7 and -1 percentage points) than in SAM (mean error of 0 percentage point and extreme error values of -6 and +5 percentage points). Other comparisons show that this conclusion holds true for all other conditions used to generate synthetic data sets (data not shown). However, we observed that SAM estimator was unable to reach the nominal level of FDR detection in case of few replicates and/or small extra variations (for example in case of two replicates and extra variation with p >= 0.10, the smallest FDR estimation delivered by SAM is greater than 20%). 

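With 2 replicates and 500 probe sets changed each way, the smallest FDR that SAM estimated was 16.0% at p <= 0.3, 30.1% at p <= 0.10, 21.7% at p <= 0.05 and 12.4% at p <= 0.01, as the lowest over 10 comparisons and over increased and decreased probe sets together. At p <= 0.3, 0.10 and 0.05 it selected 0 increased ones at 20%. With 5 replicates it was 6.76% at p <= 0.3 and 0 at the other limits.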

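At a nominal FDR of 20% and p <= 0.10, RDAM selected 35.5 ± 21.9 (SD, n = 10) true and 9.2 ± 4.83 false positives with 2 replicates, 131.7 ± 18.8 and 26.7 ± 6.58 with 3, and 322.6 ± 19.3 and 49.6 ± 10.2 with 5. SAM selected none with 2 replicates, 3.2 ± 10.1 true and 1.4 ± 4.43 false positives with 3, and 286.3 ± 10.6 and 77.5 ± 8.25 with 5.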

In conclusion the large differences in the number of true and false positives found between the RDAM and SAM methods (Table 3) are mainly explained by difference of scoring procedure efficiency between the two methods.

### Analysis of the TOR experiment

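RNA was taken from the wild type strain SH100 (WT) and from SH121 (MU), which carries a temperature-sensitive allele of TOR2. TOR2 codes for a protein kinase that controls growth and, apart from TOR1, the polarity of the actin cytoskeleton. The cultures grew in YPD at 25 °C (0 h) or were shifted to 37 °C for 2 h or 6 h, and 2 independent cultures, A and B, were made for each of the 6 groups, 12 Affymetrix S98 arrays in all. The authors' deposited values are linear MAS 5.0 signals that were further put on a common scale, since all arrays follow the same curve of signal against rank to within 0.358%. Each array has 9335 probe sets with a median signal between 72 and 75.8, and 4.33% to 6.39% of them stand at the lowest value of 1. Duplicates had a Pearson r of 0.970 to 0.978 on the log2 scale across probe sets, and their median absolute log2 difference was 0.170 to 0.253. RDAM was rebuilt from the paper's description and run on all probe sets with an FDR of 10%. Log2 signals of the 9298 probe sets that are not spiked or other foreign controls were also quantile-normalized and tested with limma, all 12 arrays in one fit with 6 residual degrees of freedom. Gene symbols come from the platform's annotation, which names a single gene for 6504 probe sets, and probe sets with a letter before _at can read related sequences. TOR2 itself had signals of 248.1 ± 17.3 (SD, n = 2), 283.7 ± 34.2 and 310.0 ± 58.1 at 0, 2 and 6 h in WT and of 184.5 ± 8.63, 288.9 ± 60.5 and 286.8 ± 28.0 in MU. An allele that acts on the protein leaves its RNA in place, so these signals do not check the strain labels.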

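Genes of the general stress response rose in WT and in MU after the shift. HSP12, which codes for a small heat shock protein, went from a signal of 308.8 ± 26.1 (SD, n = 2) at 0 h to 3371.3 ± 440.3 at 2 h and 4942.0 ± 604.8 at 6 h in WT, a log2 change of 3.42 and then 3.98 (standard error 0.11, adjusted p = 1.6e-05 and 4.17e-06 from limma). In MU it went from 295.9 ± 1.49 to 3010.9 ± 37.7 and 4861.4 ± 49.7. Of 30 genes controlled by the activators Msn2 and Msn4, 27 rose at 2 h and 29 at 6 h in WT and 23 and 29 in MU, and none fell, at an adjusted p under 0.05 from limma (28, 29, 28 and 29 when adjusted over the list alone). Their median log2 change was 1.68 and 2.42 in WT and 1.61 and 2.36 in MU, with camera's adjusted p at most 5.12e-28 (adjusted p = 0.403 with an estimated correlation). Genes of ribosome biogenesis fell: 9 of 50 at 2 h and 32 at 6 h in WT, 8 and 42 in MU, and none rose (12, 40, 18 and 47 lower when adjusted over the list alone). Their median log2 change was -0.35 and -0.74 in WT and -0.47 and -0.81 in MU, with camera's adjusted p at most 7.36e-09 (adjusted p = 0.72 to 0.725 with an estimated correlation). NOP1, the gene of fibrillarin, fell by -0.90 at 6 h in WT and by -1.25 in MU (standard error 0.13, adjusted p = 0.00341 and 0.000794 from limma). The ribosome biogenesis genes that fell in WT at 2 h numbered 0, 0 and 1 without WT 0 h A, WT 0 h B and WT 2 h B, and those in MU 0, 1 and 0 without MU 0 h A, MU 0 h B and MU 2 h A. At 6 h they numbered 14, 12 and 13 without WT 0 h A, WT 0 h B and WT 6 h A, and 16, 15, 23 and 22 without MU 0 h A, MU 0 h B, MU 6 h A and MU 6 h B. The stress genes that rose at 2 h numbered 17 and 16 in WT without WT 0 h A and WT 0 h B and 15 in MU without MU 2 h A.

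**Figure D1:**
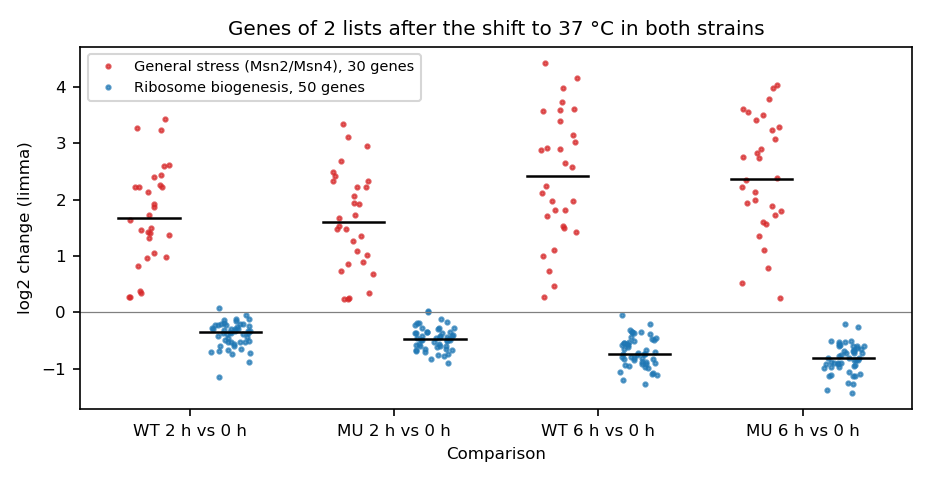
Log2 change in signal against 0 h (vertical axis) for each of the 30 general stress genes and the 50 ribosome biogenesis genes in WT and MU at 2 h and 6 h. Each point is a gene, the mean of 2 arrays against 2, and black bars are medians, which lie between 1.61 and 2.42 for the stress genes and between -0.81 and -0.35 for the ribosome biogenesis genes.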

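Over all probe sets, limma called 500 higher and 304 lower at 2 h and 915 and 881 at 6 h in WT, and 456 and 289 at 2 h and 1000 and 1047 at 6 h in MU. The RDAM estimate of TV, increased plus decreased, was 2188.7 at 2 h and 2790.6 at 6 h in WT and 2495.0 and 2601.2 in MU. On simulated arrays with no changed probe set this TV estimate was 959 increased and 1642 decreased, while 1 and 2 probe sets were selected. The 804 limma calls of WT at 2 h became 274, 290, 520 and 333 without WT 0 h A, WT 0 h B, WT 2 h A and WT 2 h B, the 1796 at 6 h became 815, 799 and 1032 without WT 0 h A, WT 0 h B and WT 6 h A, the 745 of MU at 2 h became 267, 305, 221 and 384 without MU 0 h A, MU 0 h B, MU 2 h A and MU 2 h B, and the 2047 at 6 h became 1004, 1005 and 1122 without MU 0 h A, MU 0 h B and MU 6 h B.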

When strains SH121 and SH100 were shifted to 37°C, RDAM detected roughly 2300–2500 genes as being either increased or decreased in each strain (column TV, Table 4). Most of these gene variations were caused by the temperature shift and were common to both strains, as shown by the differential analysis which detected only up-regulation of genes as a consequence of TOR2 temperature inactivation: 106 genes at 2 h and 92 genes at 6 h (column TV, Table 4). 

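Both strains changed mostly the same way after the shift. TDH1, a glyceraldehyde-3-phosphate dehydrogenase gene, rose by 2.66 in WT and 2.54 in MU at 2 h on the log2 scale, and TSL1, a gene of trehalose synthesis, by 2.59 and 2.68 (standard errors 0.11 and 0.20, adjusted p at most 0.000554 from limma). ATO3, an ammonium exporter gene, fell by -1.71 in WT and -2.11 in MU at 6 h (standard error 0.09, adjusted p = 5.88e-05 and 2.07e-05 from limma). Of 1060 probe sets that limma called in either strain at 2 h, 1028 had the same direction in both, and of 2569 at 6 h, 2479 had. At 2 h, 332 were higher and 157 lower in both strains (24.5 and 9.45 for independent lists), and at 6 h 687 and 585 (98.4 and 99.2). No probe set at 2 h and 2 at 6 h were called in opposite directions. RDAM selected 608 increased and 252 decreased probe sets in both strains at 2 h and 786 and 571 at 6 h, against 95.3, 29.7, 131 and 87.4 for independent lists. Across the 9298 probe sets, which are not independent replicates, Pearson's r between the log2 changes of the strains was 0.566 at 2 h (Spearman's rho 0.567) and 0.681 at 6 h (rho 0.674). Between the strains, limma called no probe set at 2 h or 6 h (507 and 812 at an unadjusted p under 0.05). SAM called none either. RDAM found only increased ones at an FDR of 10%, with a TV of 102.8 at 2 h and 89.5 at 6 h, while its TV for decreased probe sets was 810 and 679 with none selected. That TV depends on the setting: it was 1.1 and 1.9 with only the round of equal letters, and 0 and 0 with k searched only where F0 is at most 0.5, a setting chosen after the values had been seen. Without WT 2 h A, WT 2 h B and MU 2 h B limma called 3, 12 and 11 probe sets between the strains at 2 h, and without WT 6 h A, WT 6 h B, MU 6 h A and MU 6 h B it called 6, 2, 26 and 17 at 6 h. Because the comparison of the strains finds few genes and only increases, the paper concludes that the temperature shift causes most of the variation in each strain.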

After 2 hours at 37°C, 19 annotated genes showed significant induction with a 10% FDR, whereas after 6 hours 39 genes were induced (supporting Tables 5,6 and 7 [see additional file 1, 2 and 3]). However, these two groups of genes do not overlap, i.e. the shift to the nonpermissive temperature leads to a subsequent and transient increase in transcription of a small set of defined genes. 

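At 2 h the probe sets that were higher in MU had mostly weak signals, and at 6 h they included transporters and probe sets of rRNA. DNF2, named after a phospholipid flippase gene, had signals of 251.4 and 275.9 in WT and 1053.6 and 952.7 in MU at 2 h, although its name marks a probe set that can read related sequences. MRP8 had 347 and 605.4 in WT and 1072.4 and 1793.7 in MU at 6 h, and HXT5, a hexose transporter gene induced by slow growth, 746.7 and 159.6 in WT and 565.9 and 1676.2 in MU. Here RDAM selected 16 increased probe sets at 2 h and 33 at 6 h at an FDR of 10%, and 46 and 80 at 20%. All 16 were among the 19 of Table 6 and all 33 among the 39 of Table 7. The lists of the paper were chosen on these arrays and are not independent evidence. None of these genes passed limma's threshold. Leaving out an array left RDAM a single array against a single one, without a product of p-values. So compared, fewer than the 16 were selected without any single array of 2 h. Fewer than the 33 were selected without WT 6 h B or MU 6 h B, and more without WT 6 h A or MU 6 h A. With the curves of the WT duplicates alone, with the geometric mean or with only the round of equal letters the 33 became 65, 52 and 8. The 16 became 28 with the curves of the MU duplicates alone.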

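The probe sets higher in MU at 2 h and at 6 h were different ones. The 16 that RDAM selected at 2 h and the 33 at 6 h shared none, where independent lists of these sizes would share 0.0566. COX1, the mitochondrial gene of a cytochrome c oxidase subunit, belongs to the 6 h list, with a log2 difference of 0.37 between the strains at 2 h and 1.21 at 6 h (standard error 0.18, adjusted p = 0.898 and 0.150 from limma). Over the 19 probe sets of Table 6 the median log2 difference between MU and WT was 1.90 at 2 h and 0.24 at 6 h. Over the 39 of Table 7 it was 0.00 at 2 h and 1.60 at 6 h. Both lists were chosen by the study on these arrays, so their medians at the time of choice are not independent evidence. A list of 16 and a list of 33 from 9335 probe sets would rarely overlap by chance, and with the curves of either condition alone or with the geometric mean 1 probe set was shared. From the absence of overlap the paper concludes that the shift leads to successive and transient increases of small sets of genes.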

We note that among these 39 genes, 2 are known to be regulated by the amino-acid-responsive transcriptional activator Gcn4 ([13], see Table 7 in additional file 3). 

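JEN1 and LEU4, which codes for an isopropylmalate synthase of leucine synthesis, are the 2 genes marked in Table 7. The log2 difference between MU and WT at 6 h was 2.43 for JEN1 (standard error 0.98, adjusted p = 0.545 from limma) and 5.08 for LEU4 (standard error 2.48, adjusted p = 0.621). JEN1 had signals of 40.6 and 4 on WT 6 h A and B and 42.4 and 107.4 on MU 6 h A and B, and its log2 difference was 0.75 without WT 6 h B and 4.12 without WT 6 h A. The value of LEU4 rests on WT 6 h A. That array gave a signal of 2.2, while WT 6 h B, MU 6 h A and MU 6 h B gave 1846.3, 1887.4 and 2241.7. Without WT 6 h A the log2 difference was 0.16, and without WT 6 h B it was 10.01. At 0 h LEU4 had 1324.9 ± 147.5 (SD, n = 2) in WT and 1472.0 ± 25.3 in MU.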

With a selection criterion of 20% FDR, five other Gcn4 regulated genes are detected (CPA2, THI11, SNO1, SNZ1 and PRB1). Therefore, it seems that inhibition of the TOR2-unique function leads to an significant increase in the transcription of known Gcn4 target genes. It is still unclear, however, how the TOR2-unique pathway is connected to nutrient sensing or, vice versa, how nutrient sensing interferes with actin polarization.

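At 6 h PRB1, the gene of vacuolar proteinase B, had signals of 1158.5 and 599.5 in WT and 1295.8 and 2332.2 in MU, and RDAM gave it an estimated FDR of 12.7%. SNZ1, which acts in vitamin B6 synthesis, had 119.8 and 59.3 in WT and 130.7 and 235.4 in MU, at an estimated FDR of 15.2%. Its neighbour SNO1 had 64.1 and 21.9 against 50.1 and 121.1, at 20.8%. A probe set shared by THI5, THI11, THI12 and THI13 had 172 and 95.1 against 189.4 and 258.5, at 30.9%. In limma the log2 difference was 1.08 for PRB1, 1.06 for SNZ1 and 1.06 for SNO1, with an adjusted p of 0.470, 0.482 and 0.623.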

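The 5 Gcn4-regulated genes the study names that could be measured (JEN1, LEU4, SNO1, SNZ1 and PRB1) were all above WT in MU at 6 h, with a median log2 difference of 1.07 (camera's adjusted p = 0.000493 from limma, adjusted p = 0.701 with an estimated correlation). None passed limma's threshold over all probe sets and 2 did when adjusted over the list alone, and as the study picked them on these arrays they are not independent evidence. A list of 42 Gcn4 targets of amino acid synthesis, fixed before the data were examined, gave 25 genes above 0 and 17 below, with a median of 0.08 and none called higher or lower (none when adjusted over the list alone). Camera's adjusted p for it was 0.0269 (adjusted p = 0.72 with an estimated correlation). Without WT 6 h B and MU 6 h B it was 0.270 and 0.498. Without the 2 of the 42 that are in the lists of the study, a test chosen after the values had been seen, it was 0.0837 (40 genes, median 0.06, adjusted p = 0.777 with an estimated correlation). At 2 h the median was 0.02 and the adjusted p 0.573. The RNA of GCN4 itself differed by 0.02 between the strains at 6 h (standard error 0.08, adjusted p = 0.973 from limma), although this activator is mainly controlled at translation. In both strains the shift lowered more of the 42 targets than it raised. At 2 h, 6 fell and none rose in WT and 8 fell and 1 rose in MU, and at 6 h 12 fell and 1 rose in WT and 14 fell and 4 rose in MU (12 and 1, 13 and 1, 16 and 1, 16 and 6 when adjusted over the list alone). Those that fell in WT numbered 3, 3 and 2 at 2 h without WT 0 h A, WT 0 h B and WT 2 h B and 6 and 5 at 6 h without WT 0 h A and WT 0 h B. In MU they numbered 3, 2, 3 and 2 at 2 h without MU 0 h A, MU 0 h B, MU 2 h A and MU 2 h B and 7, 7, 9 and 8 at 6 h without MU 0 h A, MU 0 h B, MU 6 h A and MU 6 h B. HIS1, a gene of histidine synthesis, fell by -0.96 at 2 h in WT and -0.87 in MU, and LYS9, a gene of lysine synthesis, by -1.61 and -1.59 at 6 h. ARG4, a gene of arginine synthesis, rose by 1.12 in MU at 6 h and CPA1 by 0.90 (standard errors 0.32 and 0.24, adjusted p = 0.0412 and 0.0326 from limma). From the genes it found in its lists, the paper proposes that inhibition of the TOR2-unique function increases the transcription of Gcn4 targets.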

### Comparison with SAM on the TOR experiment

We ran our method in parallel with SAM in two situations displaying contrasting transcriptional responses. We tested a first comparison, Wt-t1 vs Wt-t0, which is characterized by a high number of varying genes and a good reproducibility between replicates, facilitating the detection of changes as reflected by the results of RDAM analysis which selected 620 increased genes at S = 50% and FDR = 6%. 

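In WT at 2 h against 0 h, RDAM selected 702 increased probe sets at S = 50% with an estimated FDR of 5.46%, and 946 increased and 361 decreased ones at an FDR of 10%. GPH1, the gene of glycogen phosphorylase, rose from a signal of 37.1 ± 9.41 (SD, n = 2) to 356.8 ± 41.7, and HSP26, a small heat shock protein gene, from 50.4 ± 3.32 to 341.7 ± 1.13. ARR2, an arsenate reductase gene, fell from 96.0 ± 9.90 to 13.5 ± 0.212. Their log2 changes were 3.23, 2.70 and -2.94, with an adjusted p of 0.00049, 0.000453 and 0.000453 from limma. Without WT 0 h A, WT 0 h B or WT 2 h B RDAM selected fewer increased and fewer decreased probe sets. Without WT 2 h A it selected fewer increased and more decreased ones. Each of these compared a single array with a single one, without a product of p-values.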

As SAM does not detect any increased genes at this selection level, we compared results obtained by the two methods at FDR = 10% and observed that among the 817 and 804 genes selected repectively by RDAM and SAM, only 426 were found in common. These results match what we found with synthetic data sets in case of high strength of variation (e.g. p <= 0.01 in figure 6D). 

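SAM, run on the same WT arrays, called 963 increased and 488 decreased probe sets at an FDR of 10%, and 570 of its increased ones were among those selected by RDAM. At an FDR of 6% it still called 384 increased ones, and its smallest estimated FDR was 2.47%. On log2 signals it called 1366 increased and 0 decreased ones, with 844 of the increased among those of RDAM, 726 at an FDR of 6% and a smallest estimate of 5.13%. With 2 arrays in each group there are only 6 permutations of the labels. When the 90th percentile of the false calls replaced their median, SAM called none.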

We then considered comparisons of biological interest, i.e Mu-t1 vs. Wt-t1 and Mu-t2 vs. Wt-t2, and in this situation RDAM did not select any decreased genes and found only a few increased genes (see Discussion and Table 4). 

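Between MU and WT, SAM called no probe set in either direction at 0, 2 or 6 h, and its smallest estimated FDR was 51.2%, 49.0% and 57.2%. On log2 signals it called none either, with 49.0%, 63.2% and 77.9%. In limma, 430, 507 and 812 probe sets had an unadjusted p under 0.05 at these times, and 3, 0 and 0 passed the adjusted threshold. RDAM selected 1 increased and 2 decreased probe sets at 0 h. Without WT 0 h A, MU 0 h A and MU 0 h B limma called 1, 0 and 5 at 0 h.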

On the contrary SAM failed to detect any genes, either increased or increased.

## Discussion

### Analysis of the TOR experiment

RDAM is a method for identifying genes with changing expression levels using the user-determined FDR and/or S selection parameters. This method was used to study the effects of a thermosensitive mutation of TOR2 in yeast. RDAM succeeded in identifying the few genes that are differentially regulated by the TOR mutation from among the entire mass of genes perturbed by the temperature shift. Recently it has been shown that TOR controls the translation of Gcn4 via the eIF4alpha kinase Gcn2 [14]. Under conditions of TOR inactivation by rapamycin, Gcn4 translation is enhanced, leading to the activation of Gcn4-mediated transcription. Our data also demonstrate that TOR2 inactivation leads to enhanced transcription of Gcn4-controlled target genes (biological results based on RDAM analysis are discussed in a forthcoming paper). Further experiments may show how the TOR2-unique function is integrated into nutrient- (or amino acid-) responsive signaling pathways.

### Normalizing of signal

Apart from randomly-distributed noise, microarrays are also prone to systematic effects that can bias the measurement of signal. All analysis methods are sensitive to systematic bias and include a preliminary normalizing step to make chips comparable. This is a limitation of this kind of approach, because the final result depends on the normalizing procedure used. Considering that all normalizing procedures rely on monotonous transformations that do not change the rank of raw data, we reasoned that if we used a statistics based on rank there would be no need to optimize the normalizing procedure. The rank unit we describe is similar to quantile normalization [15], but does not depend on the signal values of a particular chip as a reference: it can therefore be considered as an invariant. For example, if we focus specifically on the Affymetrix platform, we observe that the signal distribution changes with the different versions of the software: in MAS5, the 50th percentile is around 100, as compared to 1000 in MAS4. In our system, the rank of the genes at the same position in the signal distribution would not change, and would always be roughly equal to 50. This rank unit allows the drawing of plots in which all data are evenly distributed alongdimensions representing a signal. In addition, the linear density of points on the corresponding axes is constant, and the skewness of signal distribution has no effect on the graphical representation.

In our system, all values different from 0 or 100 are assigned to one and only one gene, because ordering of signals always delivers a series of contiguous rank values, even in cases of equivalent signal values. 0 is assigned to all unexpressed genes, as long as a robust method is available to detect them, and 100 to all genes for which the signal is saturated. In Affymetrix technology, especially with the scanner setup presently used, saturation is not a matter of concern and in our analysis, the value 100 is simply assigned to the highest signal. It is a complex problem to identify genes that are not expressed in a given experiment, and we decided to consider as absent only genes having a signal less than zero, as they occur in results delivered by MAS4.

Rank normalization results in transformation of the original signal distribution which is heavily skewed towards low values into a uniform distribution. As a consequence high rank variation could be assigned to small signal variations of weakly expressed genes, and it could be argued that our rank normalization method may bias variation detection towards genes with low signal. By using comparison between synthetic data sets we found no evidence of such a bias (data not shown).

### Systematic usage of duplicates and standardization of variation

Our method has been developed within the framework of hypothesis testing and requires knowledge of the variation distribution for each gene when the null hypothesis is verified. The rationale of our approach considers replicated experiments as precisely representing a system in which all genes follow this hypothesis. However, it has long been recognized that the variation distribution expressed as a ratio or fold change is dependent upon the level of gene expression [16], and we show here that this property subsists when difference of signals or difference of ranks is used to measure variation. In theory it could be possible to use numerous replicates to obtain the empirical variation distribution of each gene. This is not possible for practical reasons, however, and we found that the classical centered-reduced standardization procedure can render variation distribution totally independent of gene expression level, as demonstrated by the QQplot analysis of figure 2A, and allow us to use duplicates to obtain the null variation distribution.

### Independent analysis of positive and negative variations

In the algorithmic implementation of our method, we chose to proceed in two steps and deal with increased and decreased variations independently. First, this ensures that symmetrical comparisons (e.g. Exp1 vs. Exp2 and Exp2 vs. Exp1) give perfectly symmetrical results. Second, even if it were possible to devise another method that would allow one to proceed in one step, it seems more logical to consider increased and decreased variation separately. To clarify this point, a clear distinction must be made between up- or down-regulated mRNAs and increased and decreased variation. Regardless of the experimental points that are being compared, one always observes increased and decreased variations, but these variations have no absolute meaning because one only has to reverse the comparison to change the direction of variation. On the contrary, we can speak of up- or down- regulated mRNAs only when a causal effect exists, such as in a differentiation process or a kinetics or drug assay. In other words, a positive variation observed, for example, between two successive time points in a kinetic can be considered as an up-regulation whatever its mechanism – gene or post-transcriptional regulation – but it is meaningless to invoke any particular form of regulation when comparing, for example, two unrelated cancer tissues. In the case of down-regulated genes, the variation distribution of all weakly-expressed genes is truncated, due to the impossibility of a decreasing signal crossing the zero line. In the case of up-regulated genes, we do not observe the same effect for increasing variation of highly-expressed genes, first because the signal distribution is heavily skewed towards low values, and second because the variance of highly expressed genes is very small (figure 1A). 

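With synthetic data built from the WT 0 h duplicates, decreased probe sets had the higher FDR50. At p <= 0.10 and 100 probe sets changed each way, they gave 86.7% ± 2.48 (SD, n = 10) with 2 replicates, 80.2% ± 3.21 with 3 and 50.3% ± 6.82 with 5. At 500 changed each way they gave 58.9% ± 2.24, 39.4% ± 4.62 and 18.1% ± 3.43. In all 24 combinations tested, the FDR50 of decreased probe sets was above that of increased ones.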

The observation that the reproducibility of variation was lower for down-regulated genes than it was for up-regulated genes [17] is partly explained by this reason, and we were able to demonstrate the statistical difference between up- and down-regulated genes by using synthetic data and observing that all FDR vs. S curves (figure 6) constructed with down-regulated genes were lower than the corresponding curves for up-regulated genes (data not shown). Moreover, we conducted a test showing that the joint analysis of increased and decreased variations degrades the quality of FDR estimation and reduces the number of true positives detected.

### Replicates

We did not try to reduce the amount of raw data when using replicates, and devised a two-step method. A first statistics, the standardized rank difference zRD is constructed on each independent comparison, and p-values are assigned by considering an empirical distribution that matches the null hypothesis. Then a second statistics, the product of p-values ppv, is calculated and p-values are assigned from the null distribution obtained by simulation. Simulation of the null distribution used exactly the same steps that the analysis process follows, i.e. application of the direction rule and construction of the product of p-values, and resulted in a null distribution model we found appropriate seeing, both with experimental and synthetic data sets, that the observed distribution of ppv matches the null distribution when no variation occurs (data not shown). It turned out that this scheme is very flexible and of general applicability: because the second step is rooted in a rigorous statistical method that uses only p-values as input data, it is possible to adapt or to improve the entire process simply by focusing on the first step of p-value estimation. For example, to apply our method to cDNA glass arrays, the only step to be modified would be the variation standardization. Alternatively we could use the segmental approach proposed by Yang and colleagues [18], which is claimed to equalize log ratio distribution, or the variance stabilization method of Huber et al [19], which is efficient in equalizing variation distribution of transformed intensity measurements in both cDNA and oligonucleotide platforms.

### FDR, Total Variation and Sensitivity Estimation

The way in which we estimated FDR is exactly the same as that suggested by B. Efron et al. in their demonstration of the equivalence of empirical Bayes and frequentist approaches (Efron B, Storey J. D. and Tibshirani R. , see equation 3.8 and [20]). We did, however, use another heuristic approach to estimate TV because we observed that the estimator proposed by Storey et al [20] could be very difficult or impossible to calculate when the expression of a small fraction of genes changes. We demonstrated using synthetic data that our estimator was not prone to this type of instability (not shown), and that under realistic conditions (additional variation of p <= 0.10) our estimate was 60%, 65% and 80% of the true TV in the case of two, three and five replicates, respectively. The accuracy of this estimator is obviously dependent on the power of the test, which is itself under the control of the number of replicates. We have also shown that estimated sensitivity was biased by a constant factor that was mostly determined by the error made in TV estimation. Finally, it must be emphasized that the error made in TV estimation has little effect on FDR estimation, as demonstrated by forcing RDAM to use the true TV and K values during the process of synthetic data analysis (data not shown).

### Synthetic data sets

Using the empirical noise distribution observed between two replicates, we devised a method for constructing synthetic data sets. Most published methods add noise to a signal that is supposed to represent the true signal of the gene. We showed here that raw signals without denoising could be used and gave excellent result as judged both by the final distribution of signals and by indirect controls such as the preservation of variation distribution and the possibility of successfully analyzing synthetic data substituted for the original data.

Synthetic data sets are well adapted for judging the respective performances of different analysis methods. To characterize the scoring procedure of a particular method, we used a new type of diagram that plots FDR vs. S, two quantities that relate to the subset of selected genes and that seem better adapted than Receiver Operator Characteristic (ROC, [21]), which relates to both selected and rejected genes (FDR vs. specificity). We proposed using FDR_50_, the FDR at S = 50%, as a comparative index between different methods and showed that RDAM has an FDR_50 _that is 30 percentage points smaller than SAM in the case of three replicates and applied changes with p <= 0.10 (figure 6).

## Conclusions

RDAM is a new statistical method whose performances have been precisely evaluated through extensive analysis of synthetic data sets. When applied to TOR experiment, our method succeeded in finding the few genes of biological interest which were concealed in the mass of varying genes induced by the temperature shift. Comparison with SAM showed that our method obtained the same (if not better) results but with a smaller consumption of chips We conclude that the good quality of the results obtained by RDAM is mostly due to the use of replicates to calibrate the noise and to the quasi-perfect equalization of variation distribution, which is related to the standardization procedure used and to the measurement of variation by rank difference.

## Methods

### Preparation of RNA

Saccharomyces cerevisiae strains SH100 and SH121 [12] were grown overnight in yeast extract peptone glucose (YPD), diluted to an optical density measured at 600 nm of 0.05 (OD600 = 0.05), and grown for an additional 4 hours the next day. The main cultures were then inoculated in YPD medium and grown at 25°C or shifted to 37°C for 2 or 6 hours. All cultures were grown as independent duplicates and were harvested at a final OD600 of 0.8 to 0.9 to minimize the influence of differences in growth phase.

Upon harvesting by centrifugation (2 min, 3000 × g) at 4°C, cells were washed once in ice-cold water, centrifuged again, and the cell pellet was flash frozen in liquid nitrogen. Total RNA was extracted using a hot phenol method essentially as described by Schmitt, M.E. et al. [22].

### Microarray hybridization

Affymetrix™ S98 Yeast Genome GeneChips, containing 6,400 S. cerevisiae (S288C strain) genes and 600 additional probe sets representing putative open reading frames [23], were used throughout this study. Synthesis of cDNA and in vitro transcription of biotin-labeled cRNA, as well as microarray hybridisation, washing and staining procedures, were carried out according to standard protocols as recommended by the manufacturer. Two independent preparations were used for each experimental point.

### Data processing

The scanned microarray images were analysed using the algorithm implemented in MAS 5.0 (Affymetrix, Santa Clara, CA) and the generated raw data were further processed by scripts written in Matlab language (MathWorks, Natick, MA.). SAM analysis [3] of synthetic data was made using version 1.21 of the program [24] with the following default parameters: unlogged data, number of permutations set to 100 and "K-Nearest Neighbors Imputer" used.

Raw data files were uploaded to NCBI's GEO repository under the series number GSE1814 .

## Abbreviations

RD, rank difference; zRD, standardized rank difference; FDR, false discovery rate, S, sensitivity; TV; total variation

## Authors' contributions

DM and MH initiated and conducted the TOR experiment. DM and PD processed probe preparation and chip hybridization. MB developped and tested RDAM method. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Table 5 - Genes found decreased in the comparison sh121 vs sh 100 at 0 h and selected at FDR = 10% Click here for file

Additional File 2 Table 6 - Genes found increased in the comparison sh121 vs sh 100 at 2 h and selected at FDR = 10% Click here for file

Additional File 3 Table 7 - Genes found increased in the comparison sh121 vs sh 100 at 6 h and selected at FDR = 10% Click here for file

## Figures and Tables

**Figure 1:**
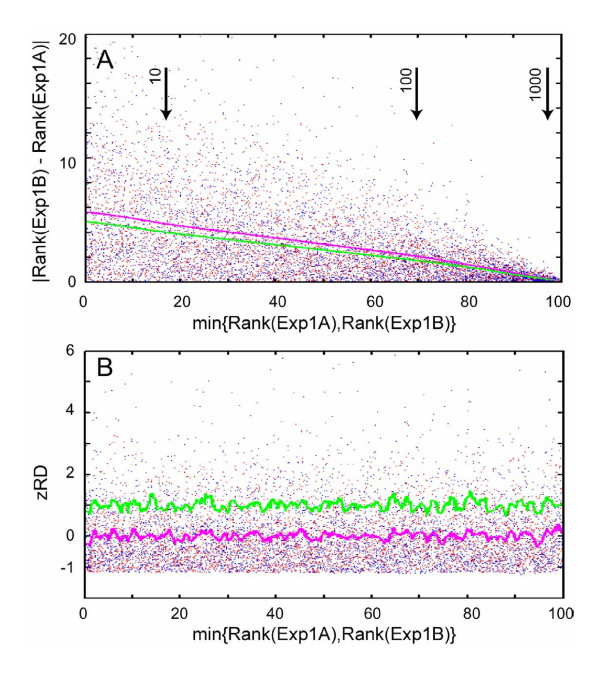
**Effect of positive variation normalization. A **– Increasing rank differences in the comparison Wt-t0b vs Wt-t0a are plotted (in red) against the rank of Wt-t0a. Similarly, increasing rank differences in the comparison Wt-t0a vs Wt-t0b are plotted (in blue) against the rank of Wt-t0b. In the nomenclature of the TOR experiment, Wt and Mu refer, respectively, to strains SH100 and SH121, t0, t1 and t2 refer to 0 h, 2 h and 6 h time points, and a and b indicate the replicates. A sliding window of 100 points was moved by steps of 30 points. At each position, the mean (upper magenta curve) and std (lower green curve) were plotted and the resulting jagged lines were smoothed by a fitting procedure [25]. The vertical arrows indicate the position of 10, 100 and 1000 signal on the 0–100 rank scale. **B **– Distribution of zRD (mean (magenta curve) and std (green curve) are not smoothed).

**Figure 2:**
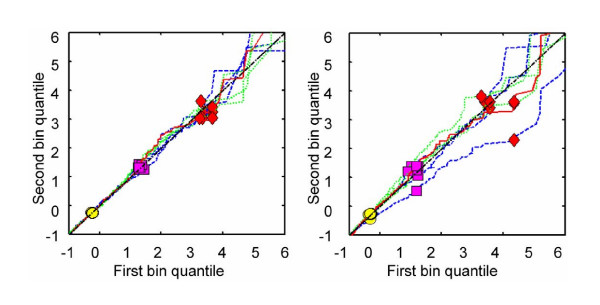
**QQ plots of rRD. A **– Percentiles of zRD distribution in one bin were plotted against corresponding percentiles of another bin. A bin is the set of all genes having a rank in Wt-t0a that falls between two successive decimal values (e.g. between 30 and 40). Blue dashed, green dotted and red continuous lines indicate, respectively, QQ-plots between contiguous bins, between bins three bins apart, and between the first and the last bin. 50th, 90th and 99th percentiles are marked, respectively, by a yellow circle, a magenta square, and a red diamond, **B **– QQ plot of zFC.

**Figure 3:**
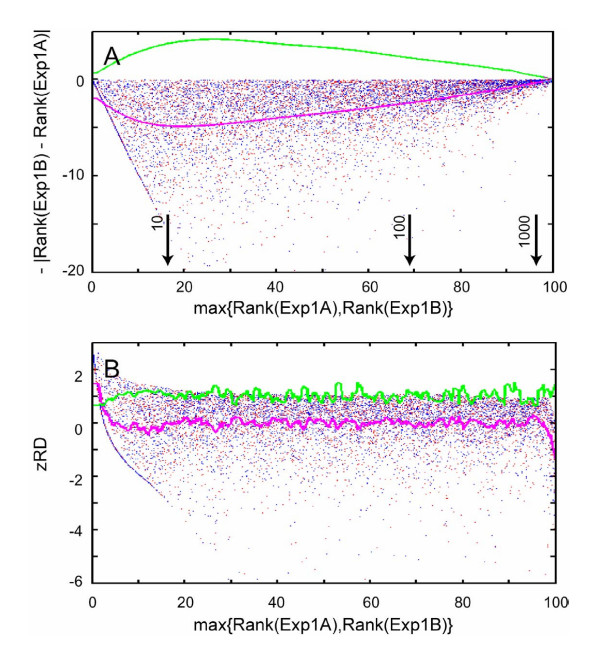
**Effect of negative variation normalization. A **– Decreasing rank differences in the comparison Wt-t0b vs Wt-t0a are plotted (in blue) against the rank of Wt-t0a and decreasing rank differences in the comparison Wt-t0a vs Wt-t0b are plotted (in red) against the rank of Wt-t0b. A sliding window of 100 points was moved by steps of 30 points. At each position, the mean (lower magenta curve) and std (upper green curve) were plotted and the resulting jagged lines were smoothed by a fitting procedure [25]. The vertical arrows indicate the position of 10, 100 and 1000 signal on the 0–100 rank scale. **B **– Distribution of zRD (mean (magenta curve) and std (green curve) are not smoothed).

**Figure 4:**
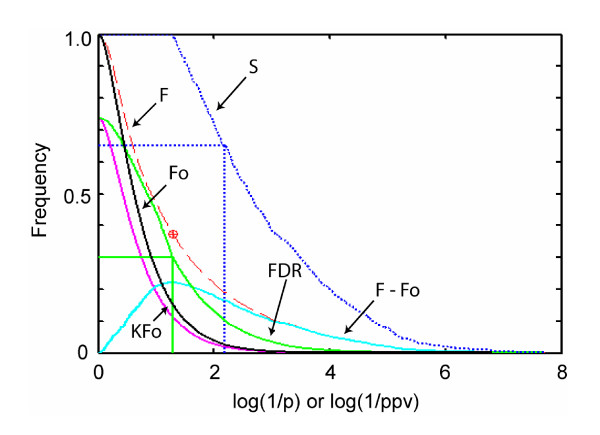
**Selection abacus. **The following functions of x are displayed: F (red dashed curve), KFo (magenta continuous curve), FDR (green continuous curve) and S (blue dotted curve). The crossed circle marks the position at which the maximum of F-Fo (cyan continuous curve) is detected. Interpolation on the FDR curve shows that FDR~30% at S = 100% (green continuous straight lines). Similarly, interpolation on the S curve shows that S~65% at FDR = 10% (blue dotted straight lines). Abscissa x could be either log10(1/p-value(zRD)) in the case of a simple comparison or log10(1/ppv) if replicates are used. All the curves are constrained to be strictly decreasing functions except F-Fo.

**Figure 5:**
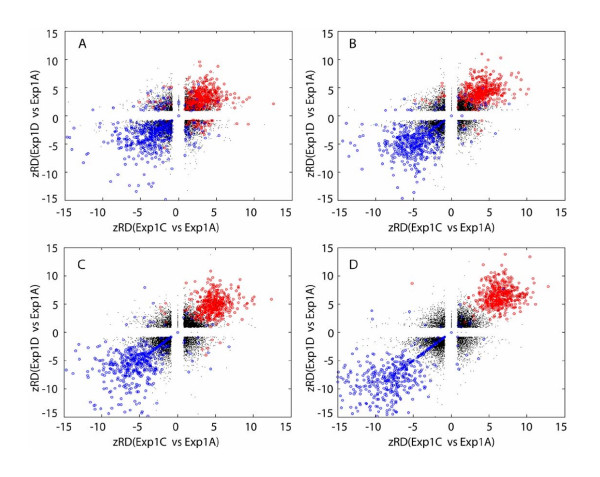
**plot of zRD of the comparison Exp1D vs Exp1A against zRD of the comparison Exp1C vs Exp1A. **Exp1C and Exp1D are synthetic data sets made from the experimental replicates Exp1A and Exp1B (sh100 at t = 0 h). As zRD can be negative, we have plotted positive variations as zRD+2 and negative variations as -zRD-2 to obtain a clear separation of increased and decreased genes. All of the unchanged genes have their zRD set to zero. Red and blue circles mark the genes that received, respectively, an increasing (500 genes) or decreasing (500 genes) additional variation contribution. Black points mark all the genes that did not receive an additional variation contribution. The additional variation p-value was set to 0.30 (**A**), 0.10 (**B**), 0.05 (**C**) and 0.01 (**D**).

**Figure 6:**
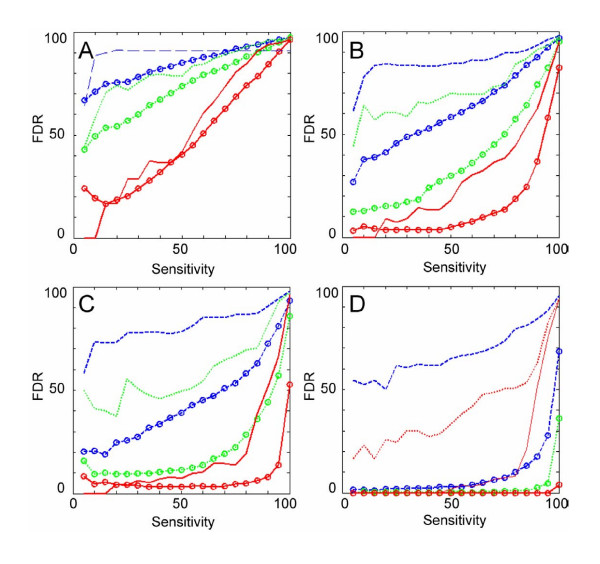
**Performance of the scoring procedure. **Comparisons were made between two groups of 2, 3 or 5 replicates. The first group is composed of synthetic data sets made from the experimental replicates Wt-t0a and Wt-t0b, in which 200 genes (100 increased and 100 decreased) are changed with different strengths (p <= 0.30(**A**), 0.10(**B**), 0.05(**C**) or 0.01(**D**)), and the second group is composed of synthetic data sets without extra variation. Ten comparisons with different combinations of data sets were made, and the resulting mean FDR of increased genes is plotted against given values of S (0.05 to 1, by steps of 0.05). Replicates 2, 3 and 5 are, respectively, plotted with blue interrupted, green dotted, and red continuous lines. Lines marked with circles and without circles refer, respectively, to the results of RDAM and SAM. Only one comparison was used for SAM analysis.

**Figure 7:**
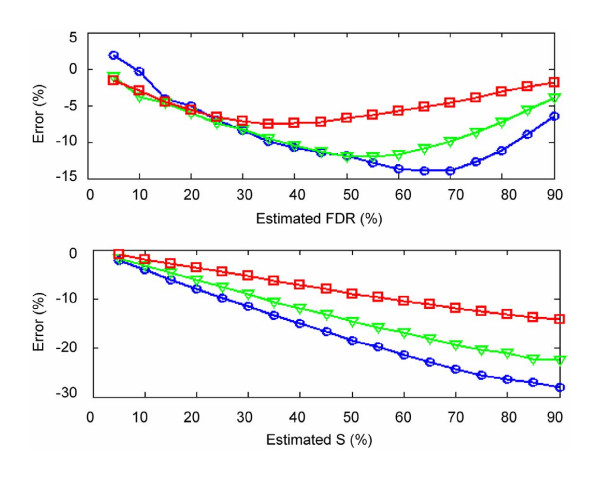
**Error of FDR and S estimators. **Comparisons were made between two groups of 2, 3 or 5 replicates. The first group is composed of synthetic data sets made from the experimental replicates Wt-t0a and Wt-t0b, in which 1000 genes (500 increased and 500 decreased) are changed (p <= 0.10), and the second group is composed of synthetic data sets without extra variation. Ten comparisons with different combinations of data sets were made, and the resulting mean errors of FDR (upper panel) and S (lower panel) for several values of the estimator (5 to 90%, by steps of 5%) are plotted (error is computed by substracting the estimated value from the real value and expressed in relative percentage point difference). Replicates 2, 3 and 5 are marked, respectively, by blue circles, green triangles and red squares.

**Table 1:** Error on FDR estimation in the case of two replicates and 500 increased genes (p <= 0.1)

**FDR**	**#1**	**#2**	**#3**	**#4**	**#5**	**#6**	**#7**	**#8**	**#9**	**#10**
**5%**	1 (12)	2 (8)	0 (3)	0 (3)	0	0 (0)	0 (0)	0 (0)	0 (0)	0 (2)
**10%**	2 (73)	3 (25)	0 (14)	-2 (37)	-1 (2)	2 (20)	0 (0)	1 (12)	-1 (20)	-2 (20)
**15%**	1 (160)	0 (84)	-3 (68)	-4 (59)	-3 (5)	2 (58)	-4 (41)	-3 (40)	-4 (63)	-4 (57)
**20%**	2 (217)	-6 (157)	-11 (130)	-9 (129)	-5 (65)	0 (134)	-8 (152)	-6 (81)	-11 (146)	-10 (136)

Comparisons were made between two groups of two replicates. The first group is composed of synthetic data sets made from the experimental replicates Wt-t0a and Wt-t0b, in which 1000 genes (500 increased and 500 decreased) are changed (p <= 0.10), and the second group is composed of synthetic data sets without extra variation. Ten comparisons with different combinations of data sets were made. For each set of selected genes we computed the difference between the real number of false positives and the estimated number of false positives. In the first column the FDR estimation is indicated; other columns give the number of increased genes either faultly assigned as true positive (positive difference) or as false positive (negative difference) in each of the ten comparisons (numbered from #1 to #10). In parentheses is indicated the number of genes selected for the given value of the FDR estimator.

**Table 2:** Comparison of one step and two step procedures in the case of two replicates and 500 increased genes

	**One-step analysis**			**Two-step analysis**		
**# Selected**	**# Target**	**Est FDR**	**True FDR**	**# Target**	**Est FDR**	**True FDR**

**100**	75	49	25	88	17	12
**200**	133	58	34	167	23	17
**300**	183	67	39	238	29	21
**400**	229	75	43	298	35	26
**500**	272	80	47	336	44	33

Two groups of data were compared under two conditions. The first group is composed of two synthetic data sets made from the experimental replicates Wt-t0a and Wt-t0b, in which the same subset of 500 genes is increased (p <= 0.10), and the second group is composed of two synthetic data sets made from the same experimental replicates, in which no gene was changed. The one-step analysis consists of processing all of the variations together after the standardization step, leading to the generation of only one F curve, whereas with the two-step analysis the observed variation distributions of increased and decreased genes are considered independently, with each having its own F curve (Finc and Fdec). FDR was chosen so as to obtain a predetermined number of selected genes indicated in the first column. The second and fifth columns (# Target) give the number of true positivesselected. The third and sixth column (Est FDR) indicate the level of selection applied and give an estimate of the FDR. The fourth and seventh columns give the true FDR value, corresponding to the ratio of the number of true positives to the number of genes selected.

**Table 3:** Comparison of RDAM and SAM in the case of two, three or five replicates and 500 increased genes

		**FDR50**		**FDR**		**True Positive**		**False Positive**	
**R**	**p var**	**RDAM**	**SAM**	**RDAM**	**SAM**	**RDAM**	**SAM**	**RDAM**	**SAM**

**2R**	**0.3**	55%	63%	33%	-	4	-	2	-
	**0.1**	25%	49%	21%	-	172	-	45	-
	**0.05**	9%	39%	11%	14%	281	23	35	4
	**0.01**	1%	26%	15%	23%	452	175	77	51
**3R**	**0.3**	42%	47%	17%	-	55	-	11	-
	**0.1**	7%	28%	16%	20%	344	156	64	40
	**0.05**	3%	19%	13%	18%	409	246	60	54
	**0.01**	0%	11%	14%	22%	473	381	80	109
**5R**	**0.3**	17%	21%	18%	25%	261	264	58	88
	**0.1**	2%	4%	15%	20%	455	395	81	101
	**0.05**	0%	2%	16%	20%	472	419	87	106
	**0.01**	0%	0%	19%	19%	474	443	111	105

Comparisons were made between two groups of two replicates. The first group is composed of synthetic data sets made from the experimental replicates Wt-t0a and Wt-t0b, in which 1000 genes (500 increased and 500 decreased) are changed, and the second group is composed of synthetic data sets without extra variation. Results are shown for increased genes. The first column (R), indicates the number of replicates used. The second column (p var), gives the p-value of the extra variation introduced to the changed genes. The third column displays the FDR50, and the fourth column (FDR) the real FDR corresponding to the set of genes selected at FDR = 20%. For the same level of selection, columns 5 and 6 give, respectively, the number of true and false positives.

**Table 4:** Results of selection at S = 50% and FDR = 10%

	**Decreased**					**Increased**				
	
		**FDR = 10%**		**S = 50%**			**FDR = 10%**		**S = 50%**	
	
	**TV**	**Nb**	**S**	**Nb**	**FDR**	**TV**	**Nb**	**S**	**Nb**	**FDR**
**MU vs WT t0**	12	4	30%	7	13%	217	0	0%	196	45%
**MU vs WT t1**	0	0	0%	0	0%	106	19	16%	73	27%
**MU vs WT t2**	0	0	0%	0	0%	92	39	38%	51	11%
**t1 vs t0 WT**	791	311	35%	459	14%	1164	817	63%	620	6%
**t2 vs t1 WT**	231	0	0%	244	53%	233	45	17%	189	38%
**t2 vs t0 WT**	1195	759	58%	641	8%	1275	1074	76%	660	3%
**t1 vs t0 MU**	1158	644	50%	642	10%	1093	856	71%	564	3%
**t2 vs t1 MU**	382	19	5%	351	44%	387	180	42%	226	14%
**t2 vs t0 MU**	1289	725	51%	714	10%	1064	954	84%	543	2%

WT and MU refer, respectively, to strains SH100 and SH121, and t0, t1 and t2 refer to 0 h, 2 h and 6 h time points. TV is the total variation, Nb the number of genes selected, S the sensitivity and FDR the false discovery rate as estimated by RDAM. The second header line gives the selection parameter used.

# Supplementary material for: Rank Difference Analysis of Microarrays (RDAM), a novel approach to statistical analysis of microarray expression profiling data
**Source:** BMC Bioinformatics. 2004 Oct 11;5:148. doi: 10.1186/1471-2105-5-148
**Supplement:** Additional File 1 — Table 5 - Genes found decreased in the comparison sh121 vs sh 100 at 0 h and selected at FDR = 10%

| **SGDID** | **Probe name** | **Description** |
| --- | --- | --- |
| S0000523 | 6909_at | YCL018W beta-IPM (isopropylmalate) dehydrogenase |
|  | 3952_at | 2mic_REP1 2 micron plasmid rep1 protein |
|  | 3953_at | 2mic_D_protein 2 micron plasmid D protein |
|  | 3954_at | 2mic_REP2 2 micron plasmid rep2 protein |

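Sequences of the 2-micron plasmid, which most laboratory yeast strains carry, and LEU2 had lower signals in MU than in WT before the shift. The strongest of 3 plasmid probe sets had signals of 1595.0 and 1640.0 in WT and 916 and 1039.3 in MU, and the others had 548.8 and 433.3 against 280.3 and 317.6, and 626 and 673.8 against 431.9 and 401.2. LEU2, a gene of leucine synthesis used as a selection marker, had 1321.5 and 1220.0 against 829.5 and 879.9. In all 4 probe sets both WT arrays were above both MU arrays, which chance gives in 16.7% of cases when the direction is fixed. RDAM gave the strongest plasmid probe set an estimated FDR of 3.50% and the others 14.0%. Their median log2 difference was -0.69 (camera's adjusted p = 0.00194 from limma, adjusted p = 0.72 with an estimated correlation), and the study chose them on these arrays, so this is not independent evidence. None passed limma's threshold on its own (none when adjusted over the list alone). The estimated FDR is RDAM's, from the mean over both rounds of comparison of the product of p-values. Leaving out an array left RDAM a single array against a single one, with no such product. RDAM selected none of them without any 1 of the 4 arrays at 0 h.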

Table 5 – Genes found decreased in the comparison sh121 vs sh 100 at 0h and selected at FDR=10%.

# Supplementary material for: Rank Difference Analysis of Microarrays (RDAM), a novel approach to statistical analysis of microarray expression profiling data
**Source:** BMC Bioinformatics. 2004 Oct 11;5:148. doi: 10.1186/1471-2105-5-148
**Supplement:** Additional File 2 — Table 6 - Genes found increased in the comparison sh121 vs sh 100 at 2 h and selected at FDR = 10%

| **SGDID** | **Probe name** | **Description** |
| --- | --- | --- |
|  | 11273_at | non-annotated SAGE orf Found forward in NC_001133 between 73444 and 73614 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
|  | 7050_at | non-annotated SAGE orf Found reverse in NC_001134 between 680739 and 680900 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
|  | 3994_at | similarity to Sauroleishmania NADH dehydrogenase (ubiquinone) chain 5 Found forward in NC_001224 between 3940 and 4167 with 99.122807% identity. |
|  | 3997_at | questionable ORF Found reverse in NC_001224 between 13748 and 14122 with 100% identity. |
|  | 3966_i_at | similarity to T.brucei mitochondrion protein SGC6 Found reverse in NC_001224 between 34032 and 34430 with 88.279302% identity. |
| S0006699 | 3804_f_at | TQ(UUG)L tRNA-Gln |
| S0006479 | 3768_i_at | RDN5-1 5S ribosomal RNA |
| S0006481 | 3770_i_at | RDN5-3 5S ribosomal RNA |
| S0006574 | 3508_f_at | TG(GCC)B tRNA-Gly |
| S0006691 | 3478_f_at | TQ(UUG)B tRNA-Gln |
| S0006692 | 3462_f_at | TQ(UUG)C tRNA-Gln |
| S0006693 | 3436_f_at | TQ(UUG)D1 tRNA-Gln |
| S0006694 | 3439_f_at | TQ(UUG)D2 tRNA-Gln |
| S0006695 | 3405_f_at | TQ(UUG)D3 tRNA-Gln |
| S0006578 | 3358_f_at | TG(GCC)E tRNA-Gly |
| S0006696 | 3376_f_at | TQ(UUG)E1 tRNA-Gln |
|  | 2574_at | Saccharomyces cerevisiae chromosome XVI, complete chromosome sequence. Found forward in NC_001148 between 543577 and 544576 with 100% identity. |
|  | 2382_s_at | Saccharomyces cerevisiae chromosome IV, complete chromosome sequence. Found forward in NC_001136 between 634598 and 635597 with 100% identity. |
|  | 2281_s_at | Saccharomyces cerevisiae chromosome V, complete chromosome sequence. Found forward in NC_001137 between 113004 and 114003 with 100% identity. |

Table 6 – Genes found increased in the comparison sh121 vs sh 100 at 2h and selected at FDR=10%.

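All 19 probe sets of this list had both MU arrays above both WT arrays at 2 h, and 15 of them had signals under 100 on all 4 arrays. A probe set on the mitochondrial sequence from 3940 to 4167 had signals of 15.4 and 20.1 in WT and 130.9 and 156.7 in MU. The 5S rRNA probe set of RDN5-1 had 16.3 and 8.5 against 56.2 and 53.2. The nuclear tRNA gene YNCL0009C had 22.7 and 14.8 against 67.8 and 82.5. The reading of a probe set on chromosome XVI from 543577 to 544576 rests on MU 2 h A, with 21.3 and 24.6 in WT and 290.2 and 32.8 in MU. Of the 19 names, 14 have a letter before _at and can read related sequences. The list's median log2 difference at 2 h was 1.90 (camera's adjusted p = 2.84e-20 from limma, adjusted p = 0.278 with an estimated correlation), and the study chose it on these arrays. None of the 19 passed limma's threshold over all probe sets and 6 did when adjusted over the list alone, which is not independent evidence. At 0 h, before the shift, the median was already 0.83 (adjusted p = 0.00209 from limma, adjusted p = 0.72 with an estimated correlation), and 0.291 without WT 0 h replicate A and 0.250 without MU 0 h replicate A. Coordinates are those of the paper's supplementary table, which names no genome build.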

# Supplementary material for: Rank Difference Analysis of Microarrays (RDAM), a novel approach to statistical analysis of microarray expression profiling data
**Source:** BMC Bioinformatics. 2004 Oct 11;5:148. doi: 10.1186/1471-2105-5-148
**Supplement:** Additional File 3 — Table 7 - Genes found increased in the comparison sh121 vs sh 100 at 6 h and selected at FDR = 10%

| **SGDID** | **Probe name** | **Description** |
| --- | --- | --- |
|  | AFFX-25srRnaa_at | Z73326 SGD:YLR154C Yeast S.cerevisiae 25S ribosomal RNA corresponds to complement of 4212-7605 in Z73326 (regions a-e represent transcript regions 5 prime to 3 prime respectively) |
|  | 10817_at | non-annotated SAGE orf Found forward in NC_001142 between 283262 and 283426 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
| S0001700 | 10795_at | YKL217W carboxylic acid transporter protein homolog |
| S0001625 | 10731_at | YKL142W mitochondrial ribosomal protein |
| S0003980 | 10373_at | YLL057C similarity to E.coli dioxygenase |
| S0004044 | 10263_at | YLR054C hypothetical protein |
| S0004319 | 9996_at | YLR327C strong similarity to Stf2p |
| S0004406 | 9905_at | YLR414C weak similarity to YLR413w |
| S0004690 | 9571_at | YMR085W putative pseudogene |
| S0004713 | 9549_at | YMR107W hypothetical protein |
| S0005048 | 8973_at | YNL104C alpha-isopropylmalate synthase (2-Isopropylmalate Synthase) |
| S0005376 | 8591_at | YOL016C Calmodulin-dependent protein kinase |
| S0005660 | 8426_at | YOR134W GTPase activating protein (GAP) |
| S0005912 | 8139_at | YOR385W strong similarity to hypothetical protein YMR316w |
|  | 8067_i_at | non-annotated SAGE orf Found reverse in NC_001147 between 974085 and 974252 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
| S0006077 | 7914_at | YPL156C weak similarity to YDL010w |
|  | 7560_at | non-annotated SAGE orf Found reverse in NC_001148 between 824685 and 824921 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
| S0000260 | 7076_at | YBR056W identified by SAGE |
|  | 7043_at | non-annotated SAGE orf Found reverse in NC_001134 between 164451 and 164735 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
|  | 5507_at | non-annotated SAGE orf Found forward in NC_001137 between 67199 and 67363 with 100% identity. See citation Velculescu, V.E., et al. (1997) Characterization of the yeast transcriptome. Cell 8:243-251 |
| S0003393 | 4862_at | YGR161C hypothetical protein |
| S0003445 | 4778_at | YGR213C involved in 7-aminocholesterol resistance |
| S0003475 | 4763_at | YGR243W strong similarity to hypothetical protein YHR162w |
| S0001113 | 4452_at | YHR071W G1\/S cyclin (weak) |
| S0001138 | 4432_at | YHR096C hexose transporter |
| S0001181 | 4388_at | YHR139C sporulation-specific wall maturation protein |
|  | 4001_at | cytochrome-c oxidase subunit I Found forward in NC_001224 between 20508 and 20984 with 99.790356% identity. |
|  | 4005_at | cytochrome-c oxidase subunit I Found forward in NC_001224 between 23612 and 23746 with 100% identity. |
| S0006486 | 3809_s_at | RDN37-1 35S ribosomal RNA |
| S0006484 | 3765_s_at | RDN25-1 25S ribosomal RNA |
|  | 3068_s_at | Saccharomyces cerevisiae chromosome X, complete chromosome sequence. Found forward in NC_001142 between 425301 and 426300 with 100% identity. |
|  | 2827_g_at | Saccharomyces cerevisiae chromosome XIII, complete chromosome sequence. Found forward in NC_001145 between 371593 and 372592 with 100% identity. |
|  | 2642_s_at | Saccharomyces cerevisiae chromosome XV, complete chromosome sequence. Found forward in NC_001147 between 620016 and 621015 with 100% identity. |
|  | 2644_s_at | Saccharomyces cerevisiae chromosome XV, complete chromosome sequence. Found forward in NC_001147 between 622016 and 623015 with 100% identity. |
|  | 2331_s_at | Saccharomyces cerevisiae chromosome IV, complete chromosome sequence. Found forward in NC_001136 between 1307061 and 1308060 with 100% identity. |
|  | 2265_s_at | Saccharomyces cerevisiae chromosome VII, complete chromosome sequence. Found forward in NC_001139 between 133050 and 134049 with 100% identity. |
|  | 2205_at | Saccharomyces cerevisiae chromosome VII, complete chromosome sequence. Found forward in NC_001139 between 547463 and 548462 with 100% identity. |
|  | 2206_g_at | Saccharomyces cerevisiae chromosome VII, complete chromosome sequence. Found forward in NC_001139 between 547463 and 548462 with 100% identity. |
|  | 2207_s_at | Saccharomyces cerevisiae chromosome VII, complete chromosome sequence. Found forward in NC_001139 between 548463 and 549462 with 100% identity. |

Table 7 – Genes found increased in the comparison sh121 vs sh 100 at 6h and selected at FDR=10%. 

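Signals of this list varied between the duplicate cultures as well as between the strains. RTA1, a lipid translocase gene, had signals of 115.6 and 20.1 on WT 6 h A and B and 164.8 and 331.4 on MU 6 h A and B. CMK2, a calmodulin-dependent kinase gene, had 525.4 and 136.3 against 484.1 and 1117.6, and SPS100, a spore wall gene, 220.4 and 41.7 against 198.9 and 396. The stress-induced glucan synthase gene GSC2 had 149 and 61 against 227.2 and 431.8, and PDR5, a drug efflux pump gene, 482.1 and 519.2 against 939.7 and 1220.3. PCL5, a cyclin gene, had 119.7 and 125.8 against 194.1 and 350.7. The first probe set of the list, for region a of the 25S rRNA, had 35.6 and 130 against 3291 and 431. In 31 of the 39 probe sets both MU arrays were above both WT arrays, which chance gives in 16.7% of cases when the direction is fixed, and the study chose them on these arrays. The median log2 difference between WT 6 h A and B was 1.21, with A higher in 24, and between MU 6 h A and B it was -0.90, with A higher in 8. In 19 of the 39 the WT duplicates differed by more than the strains. None passed limma's threshold over all probe sets and 26 did when adjusted over the list alone, which is not independent evidence (camera's adjusted p = 2.86e-29, adjusted p = 0.278 with an estimated correlation). Leaving out an array left RDAM a single array against a single one, without a product of p-values. So compared, it selected fewer of the 39 without any single array of 6 h, and fewest without WT 6 h B or MU 6 h B.

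**Figure D2:**
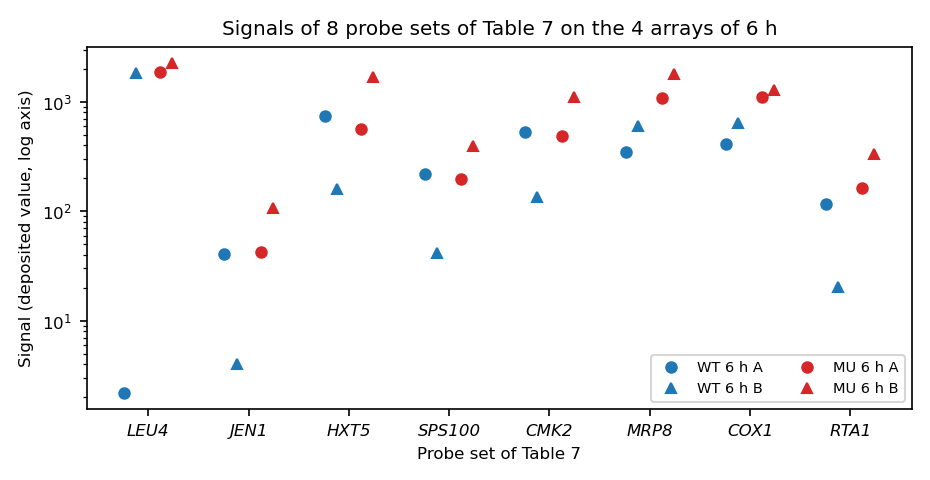
Signals (vertical log axis, arbitrary units) of 8 genes of Table 7 on the 4 arrays at 6 h, WT in blue and MU in red, culture A as a circle and culture B as a triangle. For LEU4 only WT culture A is low, at 2.2, and for CMK2, HXT5 and SPS100 the MU culture A lies below the WT culture A.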

Two genes known to be regulated by the amino-acid-responsive transcriptional activator Gcn4 are underlined in yellow (YKL217w and YNL104c).

How the deposited data were processed for this re-analysis (not part of the article)

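RNA of the yeast strains SH100 (WT) and SH121 (MU, a temperature-sensitive TOR2 allele) was measured at 25 °C (0 h) and after 2 h and 6 h at 37 °C on 12 Affymetrix S98 arrays, with 2 independent cultures, A and B, in each of the 6 groups. The authors' deposited values are linear signal intensities made from the images with MAS 5.0 and processed further by the authors. All 12 arrays follow the same curve of intensity against rank (largest spread 0.358%, median 0.0366%), and the step that gave this common distribution is not given in the sources used here. The lowest value is 1 and the highest 12860.1, the quartiles are 23.8 and 265.2 on WT 0 h A, and 1196 of the 9335 probe sets are at the lowest value on at least 1 array (63 on all 12). All columns were used. Conditions were taken from the sample labels. The platform's annotation gives 1 gene symbol for 6504 probe sets, several for 328 and none for 2503, and 1728 probe sets have names that mark possible cross-reaction.

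RDAM was written anew from the paper's description and run on all 9335 probe sets. Ranks run from 0 to 100, with signals at the lowest value at rank 0. Rank differences were standardized on the minimum rank with curves from windows of 100 probe sets moved by 30 and smoothed by a local regression over a share of 0.3 of the points, since the paper's smoothing is given only by reference. P-values were read from the empirical zRD distribution of a duplicate pair. Within each round of comparison they were multiplied under the direction rule, and the products of both rounds were averaged by the arithmetic mean. The null distribution of the product was built from 100000 points drawn from a uniform distribution. FDR, S and TV were estimated as the paper describes, with selections at an FDR of 10% and 20%. SAM was written from its published definition and run on unlogged signals with all 6 permutations of the labels in each comparison of 2 against 2 arrays.

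For limma (3.58.1, in R 4.3.3), log2 signals of 9298 probe sets, without 37 control probe sets, were quantile-normalized. All 12 arrays were fitted in 6 groups with 6 residual degrees of freedom and a variance trend (smallest prior degrees of freedom 1.86). Calls were made at an adjusted p under 0.05 (Benjamini and Hochberg) in 9 comparisons and in the 2 differences between the strains' changes. Lists of genes were tested with camera at its preset correlation of 0.01, and their p-values adjusted over all lists and comparisons. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6 ran the other steps. With 2 cultures in a group, an exact permutation of a strain comparison cannot give a p below 0.33, and no such p is given.

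Genes are named in the text by a fixed rule. It takes genes the paper names and the probe sets of its Tables 5 to 7, whose values count as seen; in each strain comparison and each comparison with 0 h, up to 10 named genes with the largest rises and falls past the limma threshold whose arrays do not overlap and whose signal is above the group's median; in each list, the 4 members with the largest change past the threshold, or the 2 with the lowest adjusted p; and strain markers.

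The tools were tested on simulated data made from the mean signals of the WT 2 h arrays. Probe sets of similar signal were given the same spread, and changed ones lay above the median signal. On the real arrays the spread differs between probe sets (smallest prior degrees of freedom 1.86), so the recovered shares do not give the power there. With 200 of 9298 probe sets changed, limma recovered 96 of 100 changed by 1 on the log2 scale and 100 of 100 changed by 2, with 5 false calls. Camera, tested with limma on the same simulated arrays, called a shifted list and did not call an unchanged list. The simulated probe sets varied independently, so this does not check the preset correlation for lists whose genes vary together. With 100 probe sets changed each way by 2, RDAM recovered 98 increased and 100 decreased with 8 and 7 false calls, and SAM 16 and 9 with none. The TV estimate was not recovered: it was 1515 and 1340 for a true 100, and 97.0 and 100.4 when k was searched only where F0 is at most 0.5, a setting added after the TV values of the strain comparisons had been seen. TV and S as estimated by the paper's description are therefore given with this limit.

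Alternatives tried were median scaling, an offset of 16 before the log2, leaving out the dimmest 25% of probe sets (6973 kept), no variance trend, ranks, only the arrays compared, a replicate block, an adjusted p under 0.10, leaving out each array, and for RDAM the curves of a single condition, windows of 200, the geometric mean and only the round of equal letters. For SAM they were log2 signals and the 90th percentile of false calls, for lists an estimated correlation and fry, and for synthetic data another seed pair. With an array left out, RDAM compared a single array with a single one of the same letter and formed no product of p-values. Tests that need 3 or more arrays in a group were not run.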

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

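The tests in this part were set by the design, apart from those without the probe sets of the study's lists, chosen after the results were seen, and the genes and lists were picked out by their results. Signals outside the genes the paper discusses were found between the strains before the shift. By limma, 3 probe sets passed the threshold at 0 h (adjusted p = 0.0157 each), and with log2(signal + 16) 0 did. ARO10 was lower in MU by -1.13 on the log2 scale. ARO10, a decarboxylase gene of amino acid breakdown, had a signal of 132.4 ± 0.141 (SD, n = 2) in WT and 61.6 ± 4.74 in MU, whereas PES4 had 3.6 and 3.7 in WT and the lowest value, 1, on both MU arrays, and a probe set without a gene symbol had 5.2 and 7.5 in MU and 1 on both WT arrays, so limma's -2.13 and 2.68 for these are set by the lowest value and measure no fold. The number of calls at 0 h was 1, 4, 0 and 5 without WT 0 h A, WT 0 h B, MU 0 h A and MU 0 h B, with 0, 0, 0 and 1 of the 3 among them.

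At 2 h, limma's camera placed 3 lists apart between the strains besides the probe sets of Table 6, which the study chose on these arrays. Heat shock chaperones under Hsf1 were lower in MU (24 of 28 genes below 0, median -0.08, adjusted p = 0.00866, adjusted p = 0.72 with an estimated correlation), as were proteasome genes (23 of 32, median -0.08, adjusted p = 0.0124, adjusted p = 0.72 with an estimated correlation). Genes of the mitochondrial genome were higher (12 of 18, median 0.45, adjusted p = 0.00218, adjusted p = 0.72 with an estimated correlation). No gene of these lists was called over all probe sets, and 1 proteasome gene was lower when adjusted over the list alone. The chaperones' adjusted p was 0.0809 without WT 2 h replicate B and 0.240 without MU 2 h replicate A, the proteasome's 0.441 and 0.423, and that of the mitochondrial genome 0.0844 without WT 2 h replicate B.

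At 6 h, genes of the actin cytoskeleton, which TOR2 helps to polarize, were slightly higher in MU (19 of 22, median 0.11, camera's adjusted p = 0.00398 from limma, adjusted p = 0.433 with an estimated correlation). Glucose-repressed genes (16 of 20, median 0.24, adjusted p = 0.00913), genes of the mitochondrial genome (14 of 18, median 0.43, adjusted p = 0.0148) and cell wall genes under Pkc1 and Slt2 (18 of 26, median 0.10, adjusted p = 0.0415) were higher too (adjusted p = 0.72, 0.72 and 0.744 with an estimated correlation). Proteasome genes (25 of 32 below 0, median -0.08, adjusted p = 0.0308) and a-specific mating genes (6 of 7 below 0, median -0.41, adjusted p = 0.0223) were lower (adjusted p = 0.725 and 0.72 with an estimated correlation). No gene of these lists was called over all probe sets, and 2 mitochondrial genes were higher and 1 a-specific gene lower when adjusted over the list alone. Without MU 6 h replicate B the adjusted p was 0.362 for the glucose-repressed, 0.955 for the cell wall, 0.511 for the proteasome and 0.345 for the a-specific genes, and without WT 6 h replicate B it was 0.121, 0.327, 0.327 and 0.101. Of the glucose-repressed genes 2 and of the mitochondrial ones 1 are in the lists of the study. Without them, a test chosen after the values had been seen, camera's adjusted p was 0.0347 (18 genes) and 0.0656 (17 genes). The latter is no longer under 0.05. At 2 h it was 0.00596 for the mitochondrial ones (adjusted p = 0.686, 0.745 and 0.686, in the same order, with an estimated correlation). The a-specific genes had 0.0654 without WT 6 h replicate A, and the mitochondrial genes 0.203 without WT 6 h replicate A and 0.193 without MU 6 h replicate A.

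The change from 0 h differed between the strains, by limma's camera on the interaction, for 6 lists. At 2 h these were the probe sets of Table 5 (median 0.61, adjusted p = 0.0223) and Table 6 (median 1.29, adjusted p = 1.23e-06), and at 6 h the Gcn4-regulated genes the study names (median 1.22, adjusted p = 0.00522), the glucose-repressed genes (median 0.27, adjusted p = 0.00913), the actin genes (median 0.09, adjusted p = 0.0223) and the probe sets of Table 7 (median 1.69, adjusted p = 2.84e-20). With an estimated correlation the adjusted p was 0.278 for Table 7 and 0.72 for the others. The study chose 4 of the 6 lists on these arrays, which are not independent evidence, and 2 of the glucose-repressed genes are in Table 7, without which the adjusted p was 0.0288 (adjusted p = 0.686 with an estimated correlation), a test chosen after the values had been seen. The same test left 5 of the 7 leucine genes, a list not called between the strains as planned, and placed them higher in MU at 0 h (median 0.21, adjusted p = 0.0144) and lower in the interaction at 6 h (median -0.32, adjusted p = 0.0132), with 0.538 for both under an estimated correlation, and no array was left out of it. Table 5 had an adjusted p between 2.90e-05 and 0.498 over single arrays left out and was past the threshold only without WT 2 h replicate A or MU 2 h replicate A. The named Gcn4 genes had 0.0901 and the glucose-repressed genes 0.278 without MU 6 h replicate B, and the latter 0.0619 without WT 0 h replicate B and 0.0587 without WT 6 h replicate B. The actin genes had 0.109, 0.0756, 0.0689 and 0.0866 without WT 0 h replicate A, WT 6 h replicate A, MU 0 h replicate A and MU 6 h replicate B.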

How the results depend on the processing

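Settings marked as added were chosen after the values had been seen. The deposited arrays already share a common distribution of signals, so median scaling differs little from quantile normalization and is a weak check. The error of the estimated FDR on synthetic data (2 replicates, 20%) turned from 4.09 to -5.5 points under the shared exchange, added. No log2 change of the 80 single-gene results over time that were refitted turned its direction, but this was all but fixed beforehand. The rule had named these genes for passing the threshold with arrays that do not overlap. Results on the same side of the threshold and, for counts, within 1.5 times numbered 22 of 25 under median scaling, 14 of 19 under log2(signal + 16), 15 of 20 without the dimmest 25%, 15 of 19 without the variance trend, 10 of 11 on ranks, 20 of 20 under windows of 200, 9 of 19 with only the arrays compared, 8 of 19 with the curves of the second condition and 16 of 19 with those of the first, 21 of 24 with the geometric mean, 6 of 11 at an adjusted p under 0.10, 1 of 3 with an estimated correlation, 2 of 3 by fry, 5 of 8 with the seed pair WT 2 h, 1 of 3 for SAM on log2 signals of synthetic data, 2 of 8 with the shared exchange, added, 18 of 19 with the search for k, added, and 86 of 192 with 1 array left out. Of 320 values of single named genes with 1 array left out, 269 stayed past the threshold and 51 did not, and of 479 under other settings 440 and 39. Signals near the lowest value limit what can be seen, since a gene at that value on both arrays of a group has no measurable fold. A lone array left in a group was assumed to vary like the other groups, and SAM was not run with 1 array against 2. RDAM with an array left out compared a single array with a single one, without a product of p-values. Its counts there therefore also reflect the loss of replicates. Fitting fewer arrays lowers the degrees of freedom, but single arrays left out moved the calls unequally and in some comparisons upward. The cause of these changes was not tested in any setting.

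For limma, the 3 calls of MU vs WT 0 h became 1 under median scaling, 0 under log2(signal + 16), 1 without the dimmest 25%, 1 on ranks and 0 with only the arrays compared. MU vs WT 6 h gave 1 at an adjusted p under 0.10 and 1 without the variance trend, where the interactions gave 1 at 2 h and 3 at 6 h. At an adjusted p under 0.10, limma called 1378 (WT 2 h vs 0 h), 24 (WT 6 h vs 2 h), 1199 (MU 2 h vs 0 h) and 361 (MU 6 h vs 2 h). With only the arrays compared it called 51 (WT 2 h vs 0 h), 0 (WT 6 h vs 2 h), 670 (WT 6 h vs 0 h), 87 (MU 2 h vs 0 h), 0 (MU 6 h vs 2 h) and 578 (MU 6 h vs 0 h). WT 6 h vs 2 h, with 7 calls, gave 4 under log2(signal + 16) and 35 without the dimmest 25%, and MU 6 h vs 2 h, with 58 (27 higher and 31 lower), gave 255 without the dimmest 25% and 24 without the variance trend. The letters A and B are not described as pairs, and correlations of A minus mean between groups ran from -0.339 to 0.264. With them as a replicate block, 17 of 23 results stayed. Limma called 0 (MU vs WT 0 h), 2 (WT 6 h vs 2 h) and 20 (MU 6 h vs 2 h), and RDAM with only the round of equal letters, a paired reading, selected 1 decreased at 0 h and 8 increased at 6 h between the strains; the block ended limma's calls of ARO10, PES4 and 1 unnamed probe set at 0 h. The equal letters moved RDAM's decreased TV between the strains from 619 to 11, from 809.9 to 1.1 and from 678.6 to 1.9 at 0, 2 and 6 h.

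For RDAM, the geometric mean gave 3 increased at 0 h and 52 at 6 h between the strains, and the curves of the first condition gave 1 decreased at 0 h and 28 increased at 2 h. With the curves of the second condition RDAM selected 65 increased between the strains at 6 h, 1429 increased and 975 decreased for WT 2 h vs 0 h, 61 increased for WT 6 h vs 2 h, 1857 and 1802 for WT 6 h vs 0 h, 601 and 448 for MU 6 h vs 2 h and 1722 and 2144 for MU 6 h vs 0 h. The overlap of the 2 h and 6 h lists was 1 with either curve or the geometric mean. The search for k where F0 is at most 0.5, added, gave 1 decreased at 0 h. SAM with the 90th percentile of false calls selected 0 for WT 2 h vs 0 h. The Gcn4 list at 6 h had an adjusted p of 0.720 with an estimated correlation and 0.461 by fry in limma, and with an estimated correlation 0 of the 58 list calls of limma's camera passed. Without the dimmest 25%, the r between strains was 0.795 at 2 h and 0.851 at 6 h. The 99th percentile ratio of zRD was 1.95 for WT 6 h, 1.95 for MU 0 h and 1.77 for MU 2 h. On synthetic data (100 increased, p <= 0.10; 2, 3 and 5 replicates), the shared exchange, added, gave an FDR50 of 73.5%, 51.6% and 8.98% for RDAM and 88.6% (2) and 37.4% (5) for SAM, and SAM had 92.4%, 86.2% and 62.7% with the seed pair WT 2 h and 89.1% (2) and 45.8% (5) on log2 signals.

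With 1 array left out, the lowest and highest limma counts were 0 and 5, 0 and 12, and 2 and 26 for MU vs WT at 0, 2 and 6 h, 274 and 520 (WT 2 h vs 0 h), 2 and 13 (WT 6 h vs 2 h), 799 and 1224 (WT 6 h vs 0 h), 221 and 384 (MU 2 h vs 0 h), 1 and 255 (MU 6 h vs 2 h), 1004 and 1820 (MU 6 h vs 0 h), and 0 and 2, and 0 and 3, for the interactions. For RDAM, increased and then decreased, they were 0 and 6, 0 and 0 (MU vs WT 0 h), 0 and 4, 0 and 0 (2 h), 0 and 47, 0 and 0 (6 h), 0 and 938, 0 and 435 (WT 2 h vs 0 h), 0 and 0 for both (WT 6 h vs 2 h), 399 and 1355, 0 and 1187 (WT 6 h vs 0 h), 221 and 790, 0 and 558 (MU 2 h vs 0 h), 0 and 590, 0 and 7 (MU 6 h vs 2 h), and 396 and 1372, 0 and 1723 (MU 6 h vs 0 h). The adjusted p of the Gcn4 list by limma's camera ran from 0.240 to 0.856 at 2 h and from 0.000679 to 0.498 at 6 h, the list calls from 51 to 71, and the r between strains from 0.496 to 0.542 at 2 h and from 0.572 to 0.678 at 6 h.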

Differences from the paper's values

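A setting is said to close a difference where its value lies within 1.5 times the paper's or within the SD of the replicates, and for a signed value has its sign. Settings called planned were set before the data were examined, and the others were chosen after seeing the values. In Table 4, decreased probe sets of MU vs WT 0 h had a TV of 619 here against the paper's 12, 2 selected at an FDR of 10% against the paper's 4 with an S of 0.312% against the paper's 30%, and 2740 selected at S = 50% against the paper's 7 with an FDR of 83.6% against the paper's 13%. The planned round of equal letters brings the TV to 11 and the number at S = 50% to 10, and no planned setting closes the other 3. For increased probe sets of that comparison, 1 was selected here at an S of 0.514% against the paper's 0 and 0%, and no planned setting closes this. Decreased probe sets of MU vs WT 2 h had a TV of 809.9 and 2898 at S = 50% with an FDR of 82.2%, and those of 6 h 678.6, 3466 and 85.5%, where the paper has 0 for all 6. The planned round of equal letters brings the TV to 1.1 and 1.9 and the number at S = 50% at 6 h to 8, near the paper's 0 but not 0, and leaves 1171 at 2 h, while the other planned settings on all arrays leave a TV of 652.6 or more. No planned setting brings the FDR at S = 50% near 0. For WT 6 h vs 2 h, 3 decreased were selected at an S of 1.30% against the paper's 0 and 0%, and for MU 6 h vs 2 h 10 against the paper's 19 at an S of 2.39% against the paper's 5%, of which the planned round of equal letters closes only the 10, with 13. That round takes other values away from the paper's, among them the increased TV of MU vs WT 0 h (341.4 against the paper's 217) and the number increased at 6 h (8 against the paper's 39). Searching k only where F0 is at most 0.5, chosen after seeing the values, brings the TV and the number at S = 50% of MU vs WT 0 h to 9 and 8, and all 6 values at 2 h and 6 h to 0. It drops 3 of 4, 3 of 19 and 6 of 39 of the paper's Tables 5, 6 and 7 at an FDR of 10%, as many as are missing without it.

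For 100 increased probe sets, the RDAM FDR50 was 76.5% here against the paper's 41% (p <= 0.3, 5 replicates), 69.6% against the paper's 30% and 36.4% against the paper's 5% (p <= 0.1, 3 and 5 replicates), and 15.3% against the paper's 3% and 4.89% against the paper's 0% (p <= 0.01, 2 and 3 replicates). For 500 increased ones (p <= 0.1) it was 45.9%, 27.7% and 8.44% against the paper's 24%, 8% and 1% in the text. The estimated TV was 37.6% and 42.9% of the true one against the paper's 60% and 65% for 2 and 3 replicates, the gap between SAM and RDAM 12.3 points against the paper's 30, and the mean fall from 100 to 500 increased 34.8 points against the paper's 20. Of these only the TV ratios are closed by a planned setting, the geometric mean, with 41.4% and 49.3%, and the seed pair WT 2 h closes none. A single exchange shared by all data sets, chosen after seeing the values, closes 7 of these 12 (8.98%, 0.196%, 35.4%, 46.0%, 53.3%, 28.2 and 26.7 points), and as synthetic data hold no called items of the paper it drops 0.

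In Table 1, the fewest and most probe sets selected at an FDR of 20% with 2 replicates were 3 and 78 here against the paper's 65 and 217. The planned seed pair (2 and 42) and geometric mean (4 and 81) do not close this, nor does the shared exchange (37 and 121), chosen after seeing the values. In Table 2, the one-step true FDR of the first 100 was 43.1% against the paper's 25%. The 2-step estimated FDR was 30.6%, 42.2%, 52.0%, 61.5% and 67.3% for the first 100 to 500 against the paper's 17%, 23%, 29%, 35% and 44%, and the 2-step true FDR 27.6%, 32.7%, 38.8% and 44.4% for the first 100 to 400 against the paper's 12%, 17%, 21% and 26%. The planned geometric mean closes only the estimate for the first 500, with 63.8%, and the planned seed pair none. The shared exchange, chosen after seeing the values, closes all 10 (30.3%; 20.5%, 29.8%, 41.3%, 51.1% and 57.5%; 16.6%, 24.8%, 30.6% and 36.5%) and drops 0 called items, but it takes the one-step estimate of the first 100 and 200 to 29.7% and 38.6% against the paper's 49% and 58%, which do not differ by this measure without it (35.7% and 42.8%).

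In Table 3, with 2 replicates, the RDAM FDR50 was 45.9%, 27.2% and 3.73% against the paper's 25%, 9% and 1% (p <= 0.1, 0.05 and 0.01). RDAM had 35.5 true and 9.2 false positives against the paper's 172 and 45 (p <= 0.1) and 128.3 true ones against the paper's 281 (p <= 0.05). SAM had 0 true and 0 false positives against the paper's 23 and 4 (p <= 0.05), and 26.9 and 12 against the paper's 175 and 51 with an FDR50 of 40.8% against the paper's 26% (p <= 0.01). With 3 replicates, RDAM had 11.5 true and 5.6 false positives against the paper's 55 and 11 (p <= 0.3), 131.7 and 26.7 against the paper's 344 and 64 (p <= 0.1), and an FDR50 of 27.7%, 11.3% and 0.949% against the paper's 7%, 3% and 0% (p <= 0.1, 0.05 and 0.01). SAM had an FDR50 of 48.5%, 34.1% and 19.8% against the paper's 28%, 19% and 11%, and 3.2 true and 1.4 false positives against the paper's 156 and 40 (p <= 0.1) and 58.6 and 14.3 against the paper's 246 and 54 (p <= 0.05). With 5 replicates, RDAM had an FDR50 of 39.9%, 8.44% and 2.03% against the paper's 17%, 2% and 0% (p <= 0.3, 0.1 and 0.05), 63.4 true and 14.5 false positives against the paper's 261 and 58 (p <= 0.3), and 49.6 and 60.6 false ones against the paper's 81 and 111 (p <= 0.1 and 0.01). SAM had an FDR50 of 42.2%, 17.2%, 8.62% and 1.57% against the paper's 21%, 4%, 2% and 0% (p <= 0.3 to 0.01) and 72.8 true and 17.4 false positives against the paper's 264 and 88 (p <= 0.3). The mean error of RDAM at an FDR of 20% was 0.629 points against the paper's -4, and over the 11 combinations other than p <= 0.3 with 2 replicates, left out after seeing the values with 0 called items dropped, it was -3.16. Of these 39 values, the planned settings close 8: SAM on log2 signals its FDR50 with 35.3% (2 replicates), 41.3%, 26.7% and 11.1% (3 replicates), the geometric mean the RDAM false positives with 8.4, 70.6 and 78.1, and the seed pair WT 2 h the mean error with -0.892, while it takes others of Table 3 beyond this measure. The shared exchange, chosen after seeing the values, closes 9 (35.4%, 212.8 true positives, 1.57%, 34.2%, 0.0398%, 39.3%, 14.6%, 2.34% and 0.239%) and drops 0 called items. It gives the mean error the paper's sign, with -8.84 points, but brings it no nearer to the paper's value, and it takes the RDAM false positives (5 replicates, p <= 0.05) from 63.8 to 53 against the paper's 87.

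The FDR50 of decreased probe sets here was above that of increased ones, a poorer ranking, in 24 of 24 combinations. This has the direction of the lower power that the paper states for down-regulated genes. Only its wording differs, as it calls their curves of FDR against S lower. The truncation of weak signals that the paper describes is present. Synthetic data sets are described as indistinguishable from the original data, and here they differed from each other by a median absolute rank difference of 3.28 against 1.91 for the original pair. Unchanged probe sets are said to have independent zRD, and here their r was 0.122 to 0.168, above the 0.0903 and 0.0901 of increased ones at p <= 0.05 and 0.01, while decreased ones had 0.458 and 0.642. This r reverses the sign of small differences, and for changed probe sets it is taken within a single direction. It therefore does not decide on the paper's statement. Opposite directions were found for 41.7% to 43.1% of unchanged probe sets and, at p <= 0.01, for 1.6% of increased and 0.6% of decreased ones. The one-step estimate is said to be too high beside the 2-step one, and here it was above it for the first 100 and 200 (35.7% and 42.8% against 30.6% and 42.2%) but below it for the first 300, 400 and 500 (50.0%, 56.9% and 61.8% against 52.0%, 61.5% and 67.3%). For the first 100 it was below its own true FDR of 43.1%, with 56.9 true positives against 72.4 for 2 steps. With the shared exchange, chosen after seeing the values, the one-step estimate was above the 2-step one at all these sizes. It was 29.7% against 20.5% for the first 100 and 61.5% against 57.5% for the first 500. The FDR is described as overestimated except at the lowest point with 2 replicates, and here it was underestimated by 17.8, 17.1 and 4.09 points at 5%, 10% and 20% with 2 replicates and by 3.70 and 1.71 at 5% and 10% with 3. It was overestimated from 30% on with 2 replicates (-1.51 to -23.6), from 15% on with 3 and at each point with 5. With the shared exchange, chosen after seeing the values, the FDR was overestimated at each point. The errors with 2 replicates were then -2.33, -5.21 and -5.5 points at 5%, 10% and 20%. With 3 replicates they were -1.40 and -2.00 points at 5% and 10%, so the underestimate depends on how the exchange is read. SAM is said not to reach an FDR of 20% with 2 replicates at p <= 0.3 and 0.1, and here its smallest estimate, over 10 comparisons and both directions together, was 16.0% at p <= 0.3 and 30.1% at p <= 0.1, while it selected 0 increased ones at 20% at either limit. In WT at 2 h, SAM is said to select no increased probe set at the level where RDAM has S = 50%, and here it selected 384. Of the Gcn4-regulated genes said to enter at an FDR of 20%, SNZ1 and PRB1 did (15.2% and 12.7%) but SNO1 had 20.8% and the probe set shared by THI11 30.9%. Of the lists of Tables 5, 6 and 7, RDAM selected 1 of 4, 16 of 19 and 33 of 39 here at an FDR of 10% and all at 20%, but for Table 5 only 1 of 4 at 20% with the planned curves of the first condition, the planned round of equal letters or the search for k chosen after seeing the values. The missing ones are LEU2 and 2 plasmid probe sets, YNCB0005C, YNCE0004C and GEA2, and RTS3, PCL5, CYR1, HKR1, GCN1 and a probe set on chromosome XIII. The planned curves of the first condition select all of Table 6, and the planned geometric mean and curves of the second condition all of Table 7.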

Other observations

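The tests on glucose-repressed genes, stress genes and other groupings of arrays in this part were written before their results were seen, and those on strain differences, rRNA and tRNA after. Besides the shared stress response, single genes of mitochondria, carbon metabolism and the cell wall changed in both strains after the shift. COX1 fell by 1.63 at 2 h in WT and by 1.28 in MU on the log2 scale (standard error 0.18, adjusted p = 0.00239 and 0.00652 from limma), and at 6 h it was still lower in WT, by -1.27, while in MU it stood at -0.08 (adjusted p = 0.809), a difference between the strains that did not pass the threshold (adjusted p = 0.150). PCK1, a gene of glucose synthesis, rose by 1.94 in WT and 1.43 in MU at 2 h, and PST1, a cell wall gene, by 1.32 and 1.62. Among 28 chaperone genes under Hsf1, 13 rose and none fell in WT at 2 h (7 without WT 0 h A; median 0.40, camera's adjusted p = 2.25e-05 from limma, adjusted p = 0.72 with an estimated correlation; 15 and 3 when adjusted over the list alone), with HSP78 up by 2.37 in WT and 1.70 in MU. MFA1, an a-factor gene, fell by 1.41 in WT and 1.64 in MU at 2 h.

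Camera with limma gave a call for 7 more lists against 0 h, each with an adjusted p = 0.72 to 0.725 with an estimated correlation. Of 18 genes of the mitochondrial genome, 6 were lower at 2 h in WT (8 when adjusted over the list alone, median -1.41, adjusted p = 0.000493 from limma's camera) and 2 in MU (2 when adjusted over the list alone, median -0.70, adjusted p = 0.0267 from limma's camera, 0.340 without MU 0 h replicate A and 0.104 without MU 2 h replicate B). The 2 became 4 without MU 0 h B and 1 without MU 2 h A, and the 6 became 2, 1, 3 and 1 without WT 0 h A, WT 0 h B, WT 2 h A and WT 2 h B. Of 20 glucose-repressed genes, 9 rose at 6 h in MU (9 when adjusted over the list alone, median 0.70, adjusted p = 0.000229 from limma's camera), and of 26 cell wall genes 8 rose (11 higher and 1 lower when adjusted over the list alone, median 0.27, adjusted p = 0.000414 from limma's camera), or 5, 4, 13 and 4 without MU 0 h A, MU 0 h B, MU 6 h A and MU 6 h B. Both lists were also called higher in WT at 2 h and 6 h and in MU at 2 h, with an adjusted p from limma's camera of 0.0223, 0.0223 and 0.00452 for the glucose-repressed and 0.0243, 0.00726 and 0.00204 for the cell wall genes. In WT the glucose-repressed genes had 0.0750 at 2 h without WT 0 h replicate A, 0.115 without WT 2 h replicate B, and at 6 h 0.0685 without WT 0 h replicate A and 0.0587 without WT 6 h replicate A. The cell wall genes had 0.0572, 0.0653 and 0.0501 in WT at 2 h without WT 0 h replicate A, WT 0 h replicate B and WT 2 h replicate A. Of 80 genes of cytosolic ribosomal proteins, 10 were lower in MU at 6 h (9 when adjusted over the list alone, median -0.13, adjusted p = 0.00913 from limma's camera), or 4, 6 and 6 without MU 0 h A, MU 0 h B and MU 6 h B. Genes of leucine synthesis were lower in WT at 2 h (2 of 7, and 3 when adjusted over the list alone, median -0.53, adjusted p = 0.0223 from limma's camera, 0.0685 without WT 0 h replicate A), 1 of them without WT 0 h B. Genes under nitrogen catabolite repression rose in MU at 2 h (3 of 22, and 5 when adjusted over the list alone, median 0.33, adjusted p = 0.0415 from limma's camera, 0.0900, 0.103 and 0.0502 without MU 0 h replicate A, MU 2 h replicate A and MU 2 h replicate B), and the 3 became 1, 1 and 1 without MU 0 h A, MU 0 h B and MU 2 h A. Genes of a-specific mating functions were lower in WT at 2 h (3 of 7, and 3 when adjusted over the list alone, median -0.44, adjusted p = 0.0223 from limma's camera, 0.0572 without WT 0 h replicate A), with 1 called without WT 0 h B and 1 without WT 2 h B. The lists of the nuclear respiratory chain, glycolysis, retrograde response, thiamine, ergosterol, histone, cell cycle, alpha-specific, haploid-specific, meiosis and strain marker genes passed the threshold in no comparison, the lowest adjusted p from limma's camera being 0.0562, for G1/S genes.

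At 6 h, the probe sets of Table 7 differed between duplicate cultures as well as between strains. A stress state of single cultures under Msn2 and Msn4 does not explain this, and no outcome was predicted for other kinds of stress. The median log2 difference of A over B for 30 general stress genes was 0.09 in WT and 0.17 in MU. For 18 glucose-repressed genes outside Table 7 it was 0.17 and -0.33, beside 1.21 and -0.90 for the Table 7 probe sets, so a state of carbon metabolism could be neither shown nor excluded. Cell wall genes outside Table 7 had A above B in 19 of 26 in WT and 6 of 26 in MU, with medians of 0.09 and -0.15. Gcn4 targets of amino acid synthesis had 26 and 10 of 40. In MU other lists went the opposite way, with 17 and 23 of 28 for heat shock chaperones and 12 and 24 of 32 for proteasome genes. Of the 3 ways to pair the 6 h arrays, the strains gave 33 probe sets and the others at most 2, but with 4 arrays this cannot exclude a chance selection. A strain difference is open as well, with 31 of the 39 apart (16.7% by chance) in a list that the study chose on these arrays.

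The 25S rRNA probe sets of Table 7 may reflect rRNA carried over on single arrays: region a had 14.55 times the signal on MU 0 h A that it had on MU 0 h B. Its mean over MU 6 h was 0.741 of that over MU 0 h, but the MU 0 h mean rests on A (4697.6, and 322.8 on B). With 3290.6 and 431.4 on MU 6 h A and B and 35.6 and 130 on WT 6 h A and B, a rise specific to MU at 6 h cannot be told apart from carried-over rRNA, as the duplicates differ too much.

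The tRNA probe sets of Table 6 may reflect a general tRNA level. The median log2 difference between MU and WT at 2 h was 0.60 over 83 other tRNA probe sets (54 with both MU arrays above both WT arrays, 16.7% by chance). The signals of the glutamine and glycine tRNA genes were thus not the only ones higher in MU. A change of these genes beyond a shift of all tRNA signals is not excluded. By group means, 84.3% of the 83 were higher in MU at 0 h, 91.6% at 2 h and 74.7% at 6 h. The shares at 0 h and 6 h rest on the A arrays of MU, since the median log2 signal was 6.35 and 5.73 on MU 0 h A and B against 5.55 and 5.77 on WT 0 h A and B, and 5.43 and 4.53 on MU 6 h against 4.50 and 4.97 on WT 6 h. The median differences of single probe sets between duplicates were 0.65 in MU at 0 h, -0.51 and 0.90 in WT and MU at 6 h, -0.26 in WT at 0 h and 0.03 and 0.01 at 2 h, where the median log2 signals were 5.00 and 4.55 on WT 2 h A and B and 5.55 and 5.35 on MU 2 h, so a strain level and a yield that differs between extracts cannot be told apart.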
